# Pyrroloquinoline Quinone Improves Cognitive-Related Behavioral Performance Associated with Enhanced Mitochondrial Bioenergetics in Naturally Aged Mice

**DOI:** 10.3390/antiox15080921

**Published:** 2026-07-24

**Authors:** Yun Yan, Di Deng, Chunxia Tan, Qi Lu, Jiutang Sun, Shaoliang Wu, Zhanhua Jiang, Yibo Li, Tao Lu

**Keywords:** pyrroloquinoline quinone, natural aging, cognitive decline, mitochondria function, oxidative stress

## Abstract

We investigated whether pyrroloquinoline quinone (PQQ) could improve cognitive performance in twenty-month-old naturally aged mice and explored the potential mechanisms involved. Results showed that PQQ supplementation improved spatial working memory and recognition memory without inducing anxiety-like behavior, and was associated with better preservation of hippocampal neuronal integrity. In HT-22 hippocampal neuronal cells, PQQ reduced reactive oxygen species (ROS) accumulation, restored mitochondrial membrane potential, and enhanced mitochondrial respiratory capacity. Hippocampal transcriptomic analysis and upstream regulator prediction identified sirtuin 1 (SIRT1) as a major regulator associated with the PQQ-induced transcriptional response, while uncoupling protein 2 (UCP2) emerged as a candidate downstream mitochondrial effector. Consistently, PQQ increased hippocampal SIRT1 protein expression and downregulated UCP2 at both mRNA and protein levels. Pharmacological inhibition of SIRT1 attenuated the PQQ-induced increase in ATP production and partially weakened the regulatory effect of PQQ on UCP2, supporting the involvement of SIRT1 in PQQ-associated mitochondrial bioenergetic regulation. Collectively, these findings indicate that PQQ improves cognitive-related behavioral performance in naturally aged mice and is associated with mitochondrial bioenergetic regulation, and suggest that modulation of a SIRT1–UCP2-associated pathway may contribute to its neuroprotective effects.

## 1. Introduction

It is widely recognized that with increased age, cognitive impairment becomes a common and significant complication, with gradual declines typically described in learning capacity, memory performance, and executive function [1]. Of the cognition-related brain regions, the hippocampus has been found to be particularly vulnerable to age-associated damage, and this vulnerability is believed to result from its exceptionally high metabolic demand and strong reliance on mitochondrial energy production [2]. Aging is also accompanied by broad transcriptomic remodeling and dysregulation of metabolic homeostasis. A recent cross-species transcriptome meta-analysis further identified aberrant RNA processing as a common feature of aging, particularly in the brain [3].

Mitochondria play a critical role in neuronal function, supporting ATP production, maintaining redox balance, and regulating intracellular calcium signaling [4]. With aging, however, mitochondrial homeostasis progressively deteriorates, leading to an impairment in energy metabolism and increased oxidative stress [5]. These changes impede the ability of neurons to satisfy their high metabolic demands, thereby interfering with synaptic plasticity, compromising neuronal structural integrity, and contributing to cognitive decline [6]. There is growing evidence that mitochondrial dysfunction is closely linked with hippocampal degeneration and cognitive decline during aging [7,8]. Thus, strategies aimed at preserving mitochondrial function and metabolic balance have emerged as an important focus in efforts to mitigate cognitive decline associated with aging [9].

Pyrroloquinoline quinone has been identified as a cofactor in some bacterial metabolic processes [10,11]. Recent studies have established the antioxidant properties of the compound and its influence on mitochondrial functions in a number of different cell types [12,13,14]. There have also been a number of studies indicating the compound can have a stimulating effect on mitochondrial biogenesis while providing a degree of protection from the effects of oxidative damage in a number of different tissues [15,16]. Within the nervous system, PQQ has been reported to exert neuroprotective effects in experimental models characterized by oxidative stress or neurodegenerative pathology [17]. Nevertheless, whether and how PQQ modulates mitochondrial function to alleviate cognitive decline during the process of natural aging remains insufficiently defined.

Sirtuin 1 (SIRT1) is a member of the sirtuin family of NAD^+^-dependent deacetylases [18]. SIRT1 acts as an essential regulator for cellular energy homeostasis, mitochondrial health, and stress resistance [19]. During aging, both the expression level and enzymatic activity of SIRT1 tend to decline [20], a change that has been linked to mitochondrial dysfunction, elevated oxidative stress, and disruption of metabolic homeostasis [21]. However, in animal models of aging and neurodegenerative diseases, SIRT1 activity enhancement improves neuronal function and cognitive performance [22].

Uncoupling protein 2 (UCP2) is an inner mitochondrial membrane protein involved in the regulation of mitochondrial proton conductance. This protein partially dissipates the electrochemical mitochondrial gradient by promoting the return of protons to the mitochondrial matrix; this reduces the efficiency of ATP production in the cell [23]. Central nervous system tissues contain higher levels of UCP2 in various types of neurons [24,25,26]. Under physiological conditions, moderate UCP2 activity may protect synaptic integrity and neuronal viability under stress conditions [27,28]. In contrast, during aging or prolonged metabolic stress, sustained elevation of UCP2 expression may impair mitochondrial coupling efficiency, resulting in less efficient energy utilization and reduced metabolic flexibility in neurons [29].

Previous studies have reported that SIRT1 can inhibit UCP2 transcription, thereby contributing to the maintenance of intracellular ATP levels [30]. Increasing evidence suggests that the SIRT1-UCP2 axis participates in the regulation of mitochondrial function and cellular metabolic balance [31]. However, its involvement in the context of natural aging, particularly within the hippocampus, has not been well characterized. Given the close association between age-related declines in mitochondrial efficiency and cognitive impairment, further investigation of the SIRT1-UCP2 regulatory pathway in the aging nervous system may provide insight into the molecular processes contributing to cognitive dysfunction.

Therefore, we examined whether PQQ could mitigate cognitive decline in naturally aged mice by improving hippocampal mitochondrial function and energy metabolic balance. Based on transcriptomic prediction and previous evidence linking SIRT1 and UCP2 to mitochondrial bioenergetics, we further explored whether SIRT1-associated UCP2 regulation may participate in the effects of PQQ.

## 2. Materials and Methods

### 2.1. Animal Experiments

The animal experimental procedures involved in this study were approved by the Ethics Committee for Animal Experimentation of Beijing University of Chinese Medicine (Approval No. BUCM-2024032503-1181). Twenty-month-old male C57BL/6J mice were purchased from Hangzhou Ziyuan Laboratory Animal Technology Co., Ltd. (license number: SCXK [Zhe] 2024-0004; Hangzhou, China), and housed in the SPF animal facility of Beijing University of Chinese Medicine under stable environmental conditions: temperature, 20–24 °C; humidity, 40–70%; and a 12 h light/dark cycle. Mice were provided ad libitum access to standard laboratory chow and water. No caloric restriction or special dietary intervention was applied during the study. Because the mice were purchased as naturally aged animals, detailed lifetime food-intake records before the start of the experiment were not available.

A total of eighteen mice were randomly assigned to three groups (*n* = 6 per group): control (0.2 mL normal saline, CON), low-dose PQQ (5 mg/kg/day in 0.2 mL normal saline, PQQ-L), and high-dose PQQ (10 mg/kg/day in 0.2 mL normal saline, PQQ-H). The doses of PQQ (Cat. No. 00420230403; Zhucheng Haotian Pharm Co., Ltd., Zhucheng, China) used in this study were selected based on previous studies reporting the biological effects of PQQ in mice, together with feasibility considerations for short-term oral gavage in naturally aged mice. The intervention lasted 14 days with oral gavage. After randomization, no obvious differences in food intake or general health status were observed among the CON, PQQ-L, and PQQ-H groups during the intervention period.

### 2.2. Behavioral Assessments

#### 2.2.1. Y-Maze Test

The Y-maze has three arms arranged at 120°, each arm being 300 mm in length, 60 mm in width, and 200 mm in height (YAN-YM; Beijing Zhongshi Dichuang Technology, Beijing, China). On the day before testing, mice were acclimated to the behavior suite to minimize environmental stress. During the test, each mouse was placed in the maze and allowed to explore for 10 min. Locomotor activity was captured by an overhead camera and evaluated with automated tracking software. Entry into three consecutive different arms was defined as spontaneous alternation. The spontaneous alternation percentage was calculated as follows: [Number of alternations/(Total arm entries − 2)] × 100.

#### 2.2.2. Open-Field Test (OFT)

The OFT was employed to evaluate locomotor activity and anxiety-related behavior in mice. Twenty-four hours after the last administration, mice were allowed to explore in an arena (50 cm × 50 cm × 35 cm; length × width × height) for 10 min while their activity was recorded and analyzed by video-tracking software. Total distance traveled and time spent in the center were used as the primary behavioral parameters.

#### 2.2.3. Novel Object Recognition (Nor)

The NOR test was conducted in a square open-field apparatus (40 cm × 40 cm × 40 cm; length × width × height). On day 1, the mice were individually placed in the open field to habituate to the environment for 10 min. On day 2, two identical objects were positioned in diagonally opposite corners of the arena, and mice were allowed to freely explore them for 10 min. Following a 1 h interval, one familiar object was substituted with a novel counterpart, and mice were then permitted to explore for an additional 10 min. Exploration was registered when the mouse’s nose was oriented within 3 cm of an object. Video-tracking software was employed to monitor activity, and the discrimination index was calculated to assess recognition memory.

### 2.3. Histological Analysis

Following completion of the behavioral assessments, mice were deprived of food for 12 h while maintaining free access to water. Animals were subsequently euthanized and perfused transcardially with physiological saline, followed by fixation using 4% paraformaldehyde. Brains were promptly harvested, and the hippocampus and cerebral cortex were isolated on ice, and either snap-frozen or post-fixed according to subsequent experimental requirements.

Brain tissues underwent fixation in 4% paraformaldehyde and subsequent paraffin embedding. Following 4-μm microtome sectioning, hematoxylin and eosin (H&E) staining was employed to evaluate hippocampal cytoarchitecture organization, and Nissl staining was conducted to evaluate neuronal integrity.

### 2.4. JC-1 and ROS Assays

Mouse hippocampal neuronal HT-22 cells were obtained from Wuhan Procell Life Science & Technology Co., Ltd. (Cat. No. CL-0595; Wuhan, China), and cultured under standard conditions. Cells were allocated into three experimental groups: control, H_2_O_2_ model, and H_2_O_2_ + PQQ treatment groups. To establish the oxidative stress model, cells were exposed to H_2_O_2_ at a final concentration of 700 μM for 6 h. For PQQ-treated groups, the H_2_O_2_-containing medium was removed after exposure, and cells were subsequently incubated with fresh medium supplemented with PQQ (12.5 μM or 25 μM) for 12 h.

To evaluate the mitochondrial membrane potential (ΔΨm), cells were stained with the JC-1 fluorescent probe (HY-K0601; MedChemExpress, Monmouth Junction, NJ, USA) according to the provided guidelines. Fluorescence levels were detected utilizing a microplate reader, and the ΔΨm was calculated as the ratio of red to green fluorescence intensity.

Intracellular ROS levels were assessed using the DCFH-DA fluorescent probe (HY-D0940; MedChemExpress, Monmouth Junction, NJ, USA). Following DCFH-DA incubation, cells were washed to remove excess probe, and fluorescence was subsequently measured using a microplate reader. Relative ROS levels were normalized to those of the control group. These fluorescence-based assays were performed and interpreted according to established methodological principles for assessing mitochondrial membrane potential and intracellular ROS levels [32].

### 2.5. Seahorse XF Mitochondrial Respiration

HT-22 cells were plated into Seahorse XF96 culture microplates at a density of 5 × 10^3^ cells. Following cell attachment, the cells were then exposed to PQQ at 12.5, 25, and 50 μM. Before the determination, the culture medium was exchanged for Seahorse XF base medium. The plates were subsequently equilibrated in a CO_2_-free incubator at 37 °C for 1 h before analysis.

Mitochondrial respiratory function was determined via the Cell Mitochondrial Stress Test Kit (Cat. No. 103015-100; Agilent Technologies, Santa Clara, CA, USA), according to the provided guidelines. The Oxygen Consumption Rate (OCR) was monitored while 1 μM oligomycin, 0.5 μM FCCP, and 0.5 μM rotenone/antimycin A were sequentially injected to assess key respiratory parameters.

OCR values were normalized to cell area quantified by the IncuCyte S3 live-cell imaging system. Normalized data were imported into Seahorse Wave software for data correction, and mitochondrial respiration parameters were automatically calculated, exported, and used for downstream analysis and visualization. The Seahorse XF assay was performed and interpreted according to established methodological principles for extracellular flux analysis and mitochondrial respiration assessment [33].

### 2.6. Analysis of RNA-Seq Data

Transcriptome sequencing was executed on the Illumina NovaSeq 6000 platform. Following raw data filtration with fastp, the processed reads were subsequently mapped to the mouse reference genome with HISAT2. Transcript abundance was generated using HTSeq-count, and differential expression was determined through the DESeq2 package. Genes meeting the thresholds of |log2FC| > 1 and q-value < 0.05 were identified as differentially expressed genes (DEGs). Gene Ontology (GO) enrichment analysis was performed for upregulated DEGs using R. GO terms from the biological process (BP), cellular component (CC), and molecular function (MF) categories were analyzed. For visualization in the main figure, the top enriched GO terms ranked by *p*-value were displayed. The complete GO enrichment results for DEGs are provided in Supplementary Figure S1.

### 2.7. Ingenuity Pathway Analysis (IPA)

IPA was used to identify upstream regulators, biological functions, and canonical pathways associated with the DEGs. DEGs meeting the thresholds of |log2FC| > 1 and q-value < 0.05 were uploaded into IPA, and core analyses were performed using the default settings. Activation z-scores and *p*-values derived from the IPA database were used to predict the activation or inhibition of pathways. The results were visualized through bar plots, network diagrams, and heatmaps generated in the IPA platform.

### 2.8. Molecular Docking

The three-dimensional coordinates of mouse SIRT1 were retrieved from the Protein Data Bank, while the chemical structure of PQQ was retrieved from PubChem. Before docking, the protein was preprocessed by eliminating water molecules, incorporating hydrogen atoms, and calculating Gasteiger charges.

Docking simulations were carried out using AutoDock Vina (version 1.1.2). The docking grid was positioned to encompass the predicted ligand-binding pocket of SIRT1, and simulations were conducted with default settings. The docking exhibiting the minimum binding energy was selected as the optimal conformation. Protein–ligand interactions were displayed and evaluated using PyMOL (version 2.3.0) and Discovery Studio Visualizer (version 21.1.20298).

### 2.9. ATP Measurement

HT-22 cells were cultured under standard conditions and seeded into 12-well plates at a density of 8 × 10^4^ cells per well. After 24 h of attachment, cells were treated according to experimental grouping. EX-527 (300 μM; Cat. No. HY-15452; MedChemExpress, Monmouth Junction, NJ, USA) was applied for 9 h, followed by PQQ treatment (12.5 μM) for 12 h where indicated. Intracellular ATP levels were measured using a commercial ATP assay kit (HY-K0314; MedChemExpress, Monmouth Junction, NJ, USA) according to the manufacturer’s instructions.

### 2.10. RT-qPCR and Western Blot

Following TRIzol-based RNA extraction, cDNA was synthesized for subsequent quantitative PCR analysis using a reverse transcription kit. Relative mRNA expression was normalized to ACTIN and quantified using the 2-ΔΔCt method. Primer sequences: ACTIN (Up: TTGTGTAAGGTAAGGTGTGC, Down: GGTTGAGGTGTTGAGGCAG), UCP2 (Up: ATGGTTGGTTTCAAGGCCACA, Down: CGGTATCCAGAGGGAAAGTGAT), CD74 (Up: CCGCCTAGACAAGCTGACC, Down: CAGGTTTGGCAGATTTCGGA), SFRP5 (Up: CACTGCCACAAGTTCCCCC, Down: TCTGTTCCATGAGGCCATCAG).

For Western blot analysis, hippocampal proteins were extracted and quantified using the BCA method. Equal amounts of the proteins were subjected to SDS-PAGE and transferred to a PVDF membrane. After blocking, membranes were incubated with primary antibodies against SIRT1 (1:1000; CST), UCP2 (1:1000; Selleck), and GAPDH (1:10,000; Selleck), and subsequent HRP-conjugated secondary antibodies. Protein bands were detected by ECL and quantified using ImageJ (version 1.50).

### 2.11. Statistical Analysis

Statistical analysis was conducted with GraphPad Prism 9, and data were expressed as mean ± SEM. Comparisons between two groups were conducted using unpaired two-tailed Student’s *t*-tests, while multiple group comparisons were executed using one-way ANOVA followed by Tukey’s post hoc test. Statistical significance was defined as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3. Results

### 3.1. PQQ Improves Cognitive-Related Behavioral Performance in Naturally Aged Mice

Spatial working memory was assessed using the spontaneous alternation test in the Y-maze. As shown in Figure 1A, both low-dose and high-dose PQQ treatments significantly increased the spontaneous alternation percentage in naturally aged mice relative to controls, without affecting total arm entries, suggesting an improvement in spatial working memory rather than a mere change in locomotor activity. Representative exploration trajectories further revealed more organized alternation patterns in PQQ-treated mice (Figure 1B).

In the open-field test, open-field trajectories are shown in Figure 1C. Both low-dose and high-dose PQQ treatments significantly increased total distance traveled and average movement speed in aged mice compared with the control group (Figure 1D). In contrast, no significant differences were observed among groups in either central zone entries or time spent in the center, suggesting that PQQ treatment enhanced locomotor activity without affecting anxiety-related behavior (Figure 1D).

Recognition memory was evaluated using the NOR test. As illustrated in Figure 1F, mice in the PQQ-L group exhibited a higher recognition index compared with control mice, whereas mice in the PQQ-H group showed an increasing trend that did not reach statistical significance. Representative exploration trajectories for each group are presented in Figure 1E.

Collectively, these results suggest that PQQ improves performance in hippocampus-related behavioral tasks in naturally aged mice.

### 3.2. PQQ Preserves Hippocampal Neuronal Integrity

Hematoxylin and eosin (H&E) staining was used to evaluate hippocampal morphology. Representative images from control mice showed apparent age-related neuropathological alterations, including neuronal soma shrinkage and disrupted cellular organization across the Cornu Ammonis 1 (CA1), Cornu Ammonis 3 (CA3), and dentate gyrus (DG) regions (Figure 2A). In contrast, representative images from the PQQ-L and PQQ-H groups showed relatively preserved hippocampal morphology, characterized by more organized pyramidal and granule cell layers and fewer apparent morphological features suggestive of neuronal degeneration.

Consistent with the H&E observations, Nissl staining showed reduced Nissl substance intensity and a loosely organized neuronal arrangement across hippocampal subregions in representative images from control mice (Figure 2B), suggesting compromised neuronal integrity. In the PQQ-treated groups, representative images showed clearer neuronal boundaries, relatively stronger Nissl staining, and a more compact arrangement of neurons in the CA1, CA3, and DG regions.

Together, the representative histological observations suggest that PQQ treatment may be associated with better preservation of hippocampal neuronal morphology in naturally aged mice.

### 3.3. PQQ Induces Hippocampal Transcriptomic Remodeling

RNA sequencing (RNA-seq) was performed to characterize hippocampal transcriptomic alterations following PQQ treatment in aged mice. 

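Hippocampal RNA from 12 naturally aged male mice was analyzed, with 3 libraries in the CON group (normal saline), 5 in the PQQ-L group (5 mg/kg/day) and 4 in the PQQ-H group (10 mg/kg/day). PQQ (pyrroloquinoline quinone) was given by oral gavage for 14 days to mice aged 20 months, and the paper assigns 6 mice to each group. The authors filtered the reads with fastp, mapped them to the mouse genome with HISAT2 and counted them on genes with HTSeq-count. They deposited FPKM (fragments per kilobase of gene, scaled to the total of each library) for 27833 genes, and DESeq2 was applied by the authors to counts that were not used here. FPKM already divides each count by the gene length and by the library total. For 100% of the genes above 0, the FPKM of the libraries were whole multiples of the value of 1 read, so the counts behind them could be recovered. Between 29654764 and 35517781 reads per library were counted on genes in the CON group, with a median of 33486452. The totals were 34130001 to 38179628 in the PQQ-L group (median 35800834) and 32395859 to 35222066 in the PQQ-H group (median 34675625). Differential expression was tested with limma on log2(FPKM + 0.1) in one fit of all 12 libraries, over the 13796 genes with a mean FPKM of at least 0.5. The thresholds were those of the paper, a |log2FC| above 1 and a Benjamini-Hochberg adjusted p below 0.05. A log2FC on this scale understates the change of genes with a low FPKM, and the FPKM filter decides which low genes enter the test. The library names open with the letter L in 7 libraries and with R in 5, spread over the 3 groups, and the paper's text does not explain these letters.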

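With limma, 65 genes passed both thresholds in PQQ-L vs. CON and 113 in PQQ-H vs. CON. All 65 and all 113 were lower in the PQQ-treated group. The number of higher DEGs was 0 in both comparisons. At an unadjusted p below 0.05, 1603 genes were lower and 1231 higher in PQQ-L, and 1087 were lower and 255 higher in PQQ-H. Without the fold threshold, 81 genes had an adjusted p below 0.05 in PQQ-L, all of them lower, and 151 in PQQ-H, of which 149 were lower. The FPKM of the PQQ-L and CON libraries did not overlap for 65 of the 65 DEGs, and those of the PQQ-H and CON libraries did not overlap for 112 of the 113. By chance, 3.57% of unselected genes would show no overlap between 5 libraries and 3, and 5.71% between 4 and 3. The DEGs were selected for a difference between the same groups, so these shares are no test of them. Between the doses, 0 genes passed the thresholds in PQQ-H vs. PQQ-L, with 1125 genes at an unadjusted p below 0.05. With the first letter of the library name as a covariate, 49 DEGs were obtained in PQQ-L and 78 in PQQ-H. The count in PQQ-L moved most when CON 2 was left out, to 866 DEGs, of which 435 were higher and 431 lower and which included the 65, and without CON 1 it was 23. The count in PQQ-H moved most with array quality weights, to 31, and without CON 3 it was 62.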

As shown in Figure 3A, analysis of differentially expressed genes (DEGs) revealed 468 DEGs in the PQQ-L group and 282 DEGs in the PQQ-H group compared with controls, with the majority of DEGs being downregulated in both comparison groups. 

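Of the genes that passed the thresholds, 61 were lower in both PQQ-treated groups, out of 117 that passed in either. At an unadjusted p below 0.05, 65 of the 65 DEGs of PQQ-L vs. CON were also lower in PQQ-H, and 109 of the 113 DEGs of PQQ-H vs. CON were also lower in PQQ-L. Because both comparisons use the same 3 CON libraries, some overlap arises without any effect. In 100 simulations of unchanged PQQ groups against the same controls, the median number of shared DEGs was 0 and the highest was 1. Across genes, which are not independent replicates, the log2FC of the 2 comparisons had a correlation of 0.792. The simulated value was 0.599, with a range of 0.558 to 0.642. The log2FC had the same sign in both comparisons for 77.8% of genes, against 70.4% in the simulations. When the 12 libraries were regrouped at random 99 times, the median correlation was 0.646 and the highest 0.961, and the median share of genes with the same sign was 72.4% and the highest 91.0%, so both observed values lie below the highest that regrouping gives. The median number of shared DEGs in these groupings was 0 and the highest was 296. The shared count moved most without CON 2, to 115. It was 22 without CON 1, 34 without CON 3 and 16 with array quality weights.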

Through Venn analysis, we identified 174 overlapping DEGs between the two treatment groups, indicating a common core transcriptional response (Figure 3B).

Hierarchical clustering of the DEGs revealed a distinct segregation between PQQ-treated samples (both low and high doses) and the control group, with high within-group consistency, indicating the robustness and reproducibility of the transcriptional remodeling elicited by PQQ (Figure 3C). 

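DEGs are selected for their difference between the groups, so clustering on them separates almost any grouping. The 65 genes with the smallest p of each split of the 8 PQQ-L and CON libraries into 5 and 3 separated the groups of that split in 54 of 56 splits, and the top 113 genes did so in 32 of 35 splits of the PQQ-H and CON libraries. The DEGs of the actual groups also separated all 3 CON libraries from the 9 PQQ-treated libraries. Separation was therefore also measured over the 1000 genes with the largest variance across all 12 libraries, which were chosen without the groups. The mean correlation distance between CON and PQQ-treated libraries exceeded the mean distance within them by 0.160 (one-sided exact permutation test, p = 0.0227, over the 220 ways to choose 3 of 12 libraries). Without CON 1 the difference was 0.0738 (one-sided exact permutation test, p = 0.0727), and without CON 3 it was 0.171 (p = 0.0545 in the same permutation test). Hierarchical clustering on these 1000 genes gave one cluster with CON 1, CON 3, PQQ-H 1 and PQQ-H 2 and another with CON 2 and the other 7 PQQ-treated libraries. The first principal component carried 66.5% of the variance. It ran from -14.0 to 61.7 within the CON group, from -28.7 to -3.71 within PQQ-L and from -35.6 to 37.2 within PQQ-H. It was highest in CON 1, CON 3, PQQ-H 1 and PQQ-H 2 (61.7, 34.2, 37.2 and 26.1). The same libraries were highest in a score of 14 striatal genes (mean log2 level, centered), at 4.10, 2.71, 3.68 and 2.57. The distance over these 1000 genes may therefore reflect brain region as well as treatment.

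**Figure D1:**
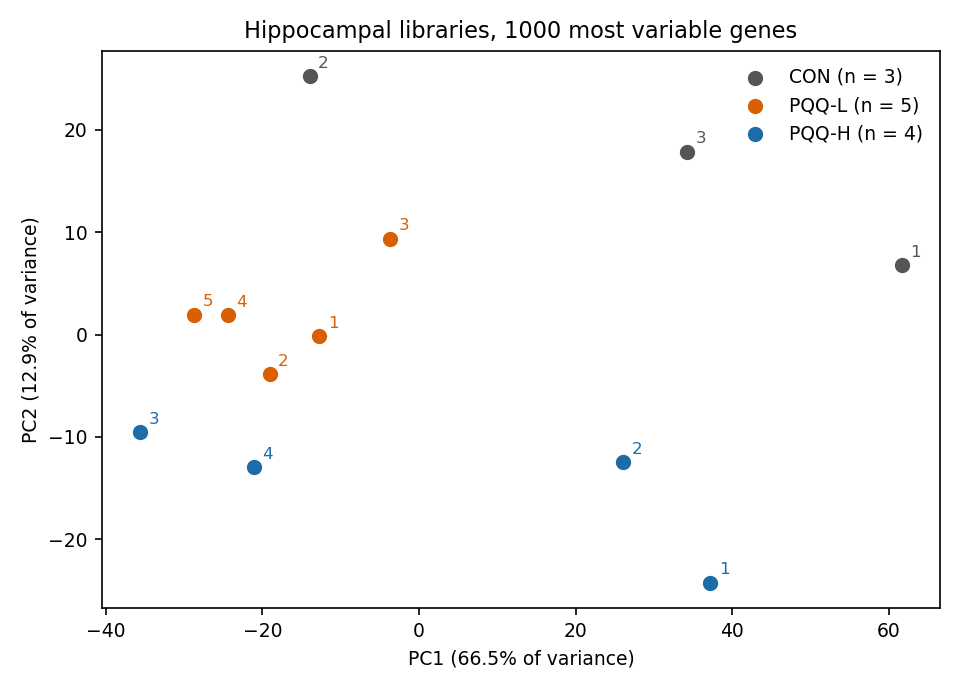
Principal component analysis of log2(FPKM + 0.1) over the 1000 most variable genes, with PC1 (66.5% of variance) on the horizontal axis and PC2 (12.9%) on the vertical axis. Each point is one hippocampal library, colored by group (3 CON, 5 PQQ-L, 4 PQQ-H) and numbered by replicate, and the CON and PQQ-H libraries spread along PC1 while the 3 CON libraries lie highest but for PQQ-L 3 along PC2.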

Volcano plot analysis showed a predominance of downregulated transcripts in both the PQQ-L and PQQ-H groups, and these downregulated genes were primarily associated with neurons, cell structure, and membrane transport (Figure 3D). 

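By the size of the log2FC, the leading DEGs whose libraries did not overlap were Kcne2, Ttr, Wfdc2, Krt18 and Steap1 in PQQ-L and Ttr, Krt18, Kcne2, Folr1 and Krt8 in PQQ-H. All 7 are members of a list of 39 genes typical of the choroid plexus, the tissue of the brain ventricles that secretes cerebrospinal fluid. Ttr, which encodes transthyretin, lies on chromosome 18 from 20665280 to 20674321 on the plus strand (GRCm38, GENCODE M21, since the files list gene symbols only). Its FPKM was 3477 ± 1912 (SD, n = 3) in CON, 78.1 ± 28.2 (SD, n = 5) in PQQ-L and 21.3 ± 7.80 (SD, n = 4) in PQQ-H. The log2FC of Ttr was -5.38 in PQQ-L (standard error 0.431, limma adjusted p = 2.92e-04) and -7.24 in PQQ-H (standard error 0.451, limma adjusted p = 4.57e-05). Some genes reached the floor of 3 reads, so that only a bound can be given. Kcne2 had 197 to 1023 reads in the CON libraries and at most 1 in each PQQ-H library, at least 196-fold lower, and Krt8 was at least 134-fold lower in PQQ-H. In total, 32 genes of the choroid plexus list entered the test and 32 of 32 were lower in each comparison. Their median log2FC was -2.63 in PQQ-L and -3.65 in PQQ-H (limma's camera, adjusted p = 1.71e-32 and 8.18e-64). Camera was set to take genes as nearly independent (inter-gene correlation 0.01), so these values overstate the precision where genes vary together. With limma's fry the adjusted p was 1.17e-04 in PQQ-L and 4.1e-05 in PQQ-H. Over 18 gene lists in both comparisons, 20 of 36 camera tests had an adjusted p below 0.05, and 12 of these 20 also did with limma's fry, the choroid plexus list in both comparisons among them. Genes of the choroid plexus list make up 23 of the 65 DEGs of PQQ-L and 28 of the 113 of PQQ-H.
Membrane transport genes, recognized by their symbols (Slc, Kcn, Aqp and similar), made up 15.4% of the PQQ-L DEGs against 2.97% of all genes tested (10 genes, Fisher's exact test, two-sided, adjusted p = 4.00e-05), and 7 of the 10 are in the choroid plexus list. Genes of cell structure (keratins, collagens, claudins and similar) made up 10.8% against 0.957% (7 genes, Fisher's exact test, adjusted p = 8.24e-06), and 4 of the 7 are in that list. In PQQ-H, 11 DEGs belonged to the former family (Fisher's exact test, adjusted p = 8.03e-04) and 12 to the latter (adjusted p = 4.63e-09), of which 8 and 5 are choroid plexus genes. Of 20 genes expressed by neurons in general, 0 were among the DEGs of either comparison. These 20 genes are 0.145% of all genes tested, so a count of 0 is likely by chance and decides nothing. Their median log2FC was 0.29 in PQQ-L and 0.09 in PQQ-H (limma's camera, adjusted p = 0.0656 and 0.111). The former passed 0.05 without CON 1 (median 0.14, limma's camera, adjusted p = 0.0155), without CON 2 (0.43), without PQQ-L 3 (0.29), without PQQ-H 1 (0.29), with quantile normalization (0.46) and with only the 2 groups compared (0.29), and the latter without CON 2 (0.23) and without PQQ-H 1 (0.14). Chat, a gene of cholinergic neurons that Figure 3 labels for PQQ-L, had 8 to 779 reads in the CON libraries and at most 1 in the PQQ-L libraries (limma adjusted p = 0.233). Khdc1a, Tff2 and Cldn4 had an FPKM above 0 in CON 1 only (17.8, 5.13 and 1.48) and are listed at 0 in the other 11 libraries.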

Gene Ontology (GO) enrichment analysis revealed that upregulated genes were mainly enriched in biological processes related to mitochondrial structure and membrane integrity (Figure 3E).

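No gene was higher with both thresholds passed, and the smallest adjusted p of a higher gene was 0.0756 in PQQ-L. In PQQ-H, 2 higher genes had an adjusted p below 0.05, Cstad and 3110070M22Rik, the latter named after its value was seen. Cstad lies on chromosome 2 from 30595040 to 30608943 on the plus strand (GRCm38, GENCODE M21). Its FPKM was 0.935 ± 0.298 (SD, n = 3) in CON, 1.51 ± 0.199 (SD, n = 5) in PQQ-L and 1.89 ± 0.132 (SD, n = 4) in PQQ-H, which rests on 21 to 31, 39 to 57 and 51 to 55 reads per library. The log2FC of Cstad was 0.98 in PQQ-H (standard error 0.178, limma adjusted p = 0.0261) and 0.67 in PQQ-L (standard error 0.170, limma adjusted p = 0.128). It was called with quantile normalization (log2FC 1.14) and with 3 other alternatives (pseudocount 0.01, median-of-ratios factors and TPM), as well as without CON 2 (1.20). With each library left out in turn, its adjusted p in PQQ-H was 0.05 or more in 5 of 12 fits, with the highest value, 0.131, without CON 3, and over the other alternatives it ranged from 0.0109 to 0.292. The log2FC of 3110070M22Rik was 0.76 (limma adjusted p = 0.0268).
GO enrichment of higher genes could not be computed from 0 DEGs, so mitochondrial genes were tested as sets over all genes, whatever their direction. For 88 nuclear genes of oxidative phosphorylation (OXPHOS), the median log2FC was -0.26 in PQQ-L (88 of 88 lower, limma's camera, adjusted p = 9.15e-15) and -0.09 in PQQ-H (73 of 88 lower, limma's camera, adjusted p = 0.00222). With limma's fry the adjusted p was 0.0407 in PQQ-L and 0.434 in PQQ-H. The median in PQQ-H was -0.02 without CON 1, -0.06 without PQQ-H 1 and -0.04 without PQQ-H 3 (limma's camera, adjusted p = 0.564, 0.107 and 0.140), and -0.20 without CON 2 and -0.15 without PQQ-H 2. For 23 genes of mitochondrial membrane organization (cristae, OPA1 processing, inner membrane import), the median was -0.14 in PQQ-L (limma's camera, adjusted p = 0.00877, fry adjusted p = 0.0273), or -0.09 without CON 1. In PQQ-H it was -0.06 (limma's camera, adjusted p = 0.180, fry adjusted p = 0.237), and 0.0037 with median-of-ratios scaling. Without CON 1, CON 2 and PQQ-H 3 in turn the latter median was -0.04, -0.10 and -0.03. For 30 genes of the mitochondrial outer membrane, it was -0.09 in PQQ-L (limma's camera, adjusted p = 0.0763, fry adjusted p = 0.0273), or -0.04 without CON 1 and -0.16 without CON 2. In PQQ-H it was -0.03 (limma's camera, adjusted p = 0.410, fry adjusted p = 0.173), became 0.04 with the same scaling, and was -0.0020 without CON 1 and 6e-04 without PQQ-H 3. The 13 OXPHOS genes encoded in mitochondrial DNA, a set added after seeing the data, had a median of -0.04 in PQQ-L (9 of 13 lower, limma's camera, p adjusted over these 2 tests = 0.909, fry adjusted p = 0.885). It was 0.09 without CON 1 (limma's camera, adjusted p = 0.0455), -0.21 without CON 2, 0.04 without CON 3, 0.03 without PQQ-L 2, -0.0140 without PQQ-L 4, -0.08 without PQQ-L 3 or PQQ-L 5, 0.07 with quantile normalization and 0.0049 with median-of-ratios scaling. In PQQ-H their median was 0.19 (13 of 13 higher, limma's camera, adjusted p = 9.80e-04, fry adjusted p = 0.501), or 0.03 without CON 2 and 0.08 without PQQ-H 2 (limma's camera, adjusted p = 0.415 and 0.0835).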

### 3.4. PQQ Protects Mitochondrial Function Against Oxidative Injury in HT-22 Cells

To validate the transcriptomic results, we further evaluated mitochondrial function in vitro using HT-22 cells. JC-1 staining results showed that the H_2_O_2_ exposure significantly diminished the ratio of JC-1 aggregates to monomers, indicating that the mitochondrial membrane potential was damaged. However, this ratio was significantly restored after PQQ treatment (Figure 4A,B), suggesting that PQQ can effectively alleviate the loss of mitochondrial membrane potential. In addition, PQQ also exhibited antioxidant ability, which can significantly clear the accumulation of intracellular ROS induced by H_2_O_2_ (Figure 4C).

### 3.5. PQQ Enhances Mitochondrial Respiratory Capacity in HT-22 Cells

Mitochondrial respiratory function in HT-22 cells was analyzed using the Seahorse XF assay. As shown in Figure 4D, treatment with 12.5 μM PQQ elevated the oxygen consumption rate (OCR) throughout the entire respiratory profile. While 25 μM PQQ also increased OCR relative to control, the stimulatory effect was less pronounced than that observed at the 12.5 μM dose. In contrast, 50 μM PQQ produced minimal effects and failed to significantly enhance OCR compared with controls.

Quantitative analysis further confirmed that lower concentrations of PQQ significantly increased maximal respiration, non-mitochondrial oxygen consumption, and spare respiratory capacity (Figure 4E). Basal respiration remained comparable among all experimental groups. Collectively, these results indicate that PQQ improves mitochondrial respiratory performance in HT-22 cells, with the most pronounced effects observed at lower concentrations.

### 3.6. PQQ Is Associated with Activation of SIRT1-Related Regulatory Signaling and Suppression of UCP2

To identify potential upstream regulators involved in the hippocampal transcriptional response to PQQ, IPA-based upstream regulator analysis was performed using the identified DEGs. In the comparison between the PQQ-H and Control (CON) groups, SIRT1 showed the highest predicted activation z-score among the top upstream regulators, followed by TRIM24, SMARCA5, CITED2, and GMNN, suggesting that SIRT1-related regulatory signaling may be involved in the molecular response to PQQ treatment. In contrast, several regulators, including ESRRA, FOXA2, SMARCA4, ZBTB10, and MRTFB, showed negative z-scores, indicating predicted inhibition (Figure 5A). 

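IPA (Ingenuity Pathway Analysis) derives its activation z-scores from a curated database that was not used here, so the z-scores were not recomputed and the data given are those of the genes that Figure 5E connects to SIRT1 in PQQ-H. These are 21 mouse symbols, of which 16 passed the FPKM filter. All 16 were lower in PQQ-H than in CON, with a median log2FC of -1.82 and a range from -3.15 to -1.28. The limma adjusted p was below 0.05 for 10 of the 16 over all genes tested and for 16 of the 16 when adjusted over the list alone. The list was chosen on these same libraries, so the latter count is not independent evidence. The FPKM of the PQQ-H and CON libraries did not overlap for 14 of the 16 genes. From the change of such target genes, the paper proposes that SIRT1-related regulatory signaling may take part in the molecular response to PQQ.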

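In PQQ-L, Figure 5E connects SIRT1 with genes that correspond to 27 mouse symbols, of which 21 passed the FPKM filter. All 21 were lower in PQQ-L than in CON, with a median log2FC of -1.39 and a range from -2.98 to -0.95. The limma adjusted p was below 0.05 for 5 of them over all genes tested, and for 18 when adjusted over the list alone, a list that was likewise chosen on these libraries. The FPKM of the PQQ-L and CON libraries did not overlap for 14 of the 21.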

A similar regulatory pattern was observed in the PQQ-L group, in which SIRT1 was also predicted as one of the most prominently activated upstream regulators. Based on these results, SIRT1 was prioritized for further validation for several reasons. First, IPA upstream regulator analysis identified SIRT1 as a predicted upstream regulator associated with the PQQ-induced transcriptional response. Second, SIRT1 is closely related to mitochondrial homeostasis, redox regulation, energy metabolism, and aging-associated adaptation.

Venn diagram analysis identified seven common predicted upstream regulators between the PQQ-L vs. CON and PQQ-H vs. CON comparisons, including SIRT1, TRIM24, CITED2, SMARCA5, SMARCA4, ESRRA, and ZBTB10 (Figure 5B). To further explore the potential interaction between PQQ and these candidate regulators, molecular docking analysis was performed. Among the candidate regulators, SIRT1 exhibited favorable predicted binding affinity with PQQ, suggesting a possible structural basis for the association between PQQ treatment and SIRT1-related signaling (Figure 5C,D).

Based on these findings, we further examined the SIRT1-associated downstream regulatory network predicted by IPA. 

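The genes that IPA placed downstream of SIRT1 in both comparisons are given under 18 names. Names without a stated mouse gene were left out and one name stands for both Tgtp1 and Tgtp2, which gives 17 mouse symbols. Of these, Fabp4, Slc43a3, Tgtp1 and Tgtp2 had a mean FPKM below 0.5 and were not tested. The other 13 were Cd74, Gstm2, H2-Ab1, H2-Eb1, Ifitm3, Irf7, Lgals3, Lgals3bp, Rtp4, Scx, Sfrp5, Ucp2 and Usp18. All 13 were lower in both PQQ-treated groups, with a median log2FC of -1.82 in PQQ-L and -1.84 in PQQ-H. The limma adjusted p over all genes tested was below 0.05 for 5 of them in PQQ-L and for 9 in PQQ-H. The genes that reached it in both were Cd74, Gstm2, H2-Ab1, Lgals3bp and Ucp2, and with the score of choroid plexus genes in each library as a covariate 0 did (0 also at an unadjusted p below 0.05). With that score on a linear scale 0 did as well, and 1 of the 13 had an unadjusted p below 0.05 in each comparison. On either scale the score was higher in every CON library than in every PQQ-treated library. As a covariate, the log2 score raised the standard errors 2.81 times in PQQ-L and 3.50 times in PQQ-H. These counts therefore cannot tell choroid plexus tissue from a change with PQQ. When adjusted over the list alone, 13 of 13 had a p below 0.05 in both comparisons, though the list was picked from these data. For 11 of the 13 genes the libraries did not overlap with CON in PQQ-L, and for 11 in PQQ-H. In PQQ-H vs. PQQ-L, 0 of the 13 genes had an unadjusted p below 0.05. The count of 5 fell to 0 without CON 1, without CON 3, with array quality weights, with the replicate number as a replicate block and with only the 2 groups compared in the fit. It was 1 without PQQ-L 1 or PQQ-L 4, 2 without PQQ-L 2 and 3 without PQQ-L 5, and also 1 with a striatal score as a covariate, chosen after seeing the data. It rose to 11 without CON 2 and with a pseudocount of 1, to 9 without PQQ-H 2 and to 10 with voom on recovered reads, chosen after seeing the data.

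**Figure D2:**
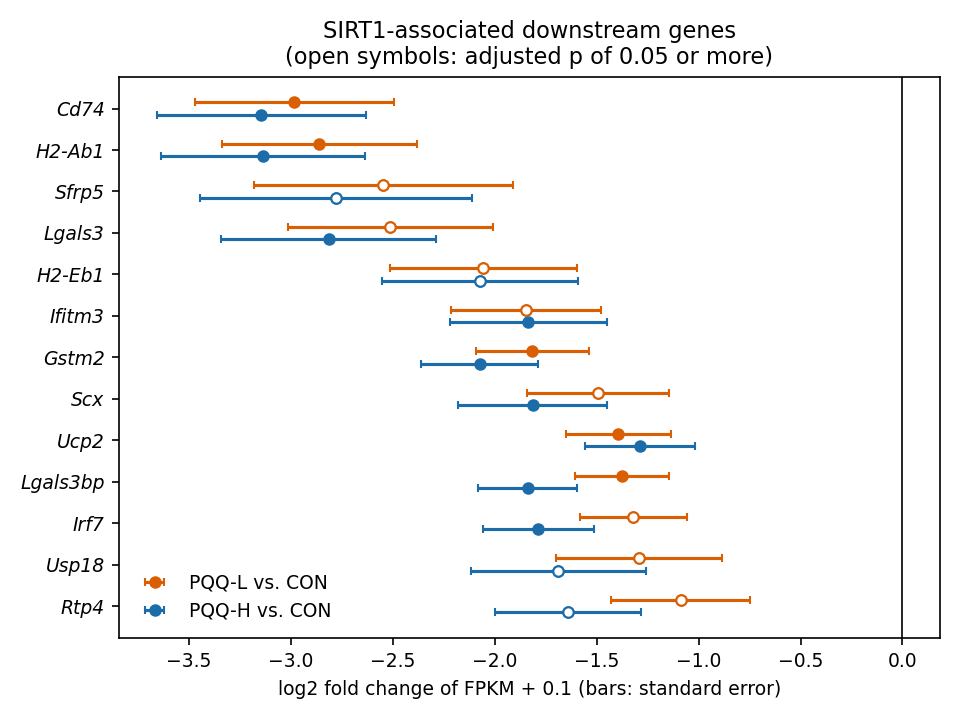
Log2 fold change of FPKM + 0.1 against CON (horizontal axis) for the 13 tested SIRT1-associated genes, in PQQ-L (orange) and PQQ-H (blue). Points are limma estimates from 3 CON, 5 PQQ-L and 4 PQQ-H libraries, bars are standard errors, open symbols have an adjusted p of 0.05 or more, and all 13 genes lie below 0 at both doses.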

IPA identified 18 overlapping SIRT1-associated downstream genes that were consistently suppressed in both PQQ-treated groups (Figure 5E), including CD74, FABP4, Gstm2, H2-Ab1, H2-Eb1, HLA-A, HLA-DQA1, Ifitm3, IRF7, LGALS3, LGALS3BP, RTP4, SCX, SFRP5, SLC43A3, Tgtp1/Tgtp2, UCP2, and USP18 (Figure 5F). 

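Ucp2 lies on chromosome 7 from 100493337 to 100502020 on the plus strand (GRCm38, GENCODE M21). Its FPKM was 30.7 ± 8.30 (SD, n = 3) in CON, 11.5 ± 2.19 (SD, n = 5) in PQQ-L and 12.7 ± 4.73 (SD, n = 4) in PQQ-H. At least 575 reads were counted on Ucp2 in every library, so counting error is small beside the spread between mice. The log2FC was -1.39 in PQQ-L (standard error 0.257, limma adjusted p = 0.0357) and -1.29 in PQQ-H (standard error 0.269, limma adjusted p = 0.0484). In PQQ-L, no other split of the libraries gave as large a difference (two-sided exact permutation test of the mean log2(FPKM + 0.1), p = 0.0179, the smallest that 5 libraries against 3 allow). In PQQ-H the same test on the log2 scale gave p = 0.0571 (exact, smallest possible 0.0286), since another split gave as large a difference. Every CON library still lay above every PQQ-H library, with 21.6 as the lowest FPKM in CON and 19.7 as the highest in PQQ-H. With each library left out in turn, the log2FC stayed between -1.63 and -1.22 in PQQ-L and between -1.52 and -1.12 in PQQ-H. The limma adjusted p was 0.05 or more in 8 of these 12 fits in PQQ-L, at most 0.224 without CON 1, and in 10 of 12 in PQQ-H, at most 0.222 without CON 3. Over 15 other alternatives it ranged from 0.0259 to 0.526 in PQQ-L and from 0.00985 to 0.348 in PQQ-H, and was below 0.05 in 11 and 5 of them. With a choroid plexus score of each library (the mean log2 level of 26 genes of that tissue) as a covariate, the log2FC of Ucp2 was 0.14 in PQQ-L (standard error 0.544) and 0.77 in PQQ-H (standard error 0.708). With the score on a linear scale it was -0.61 (standard error 0.457) and -0.41 (standard error 0.499). The score was higher in every CON library than in every PQQ-treated library, so it is confounded with treatment.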

Although several inflammation-, neuroimmune-, and metabolism-related genes showed prominent changes, UCP2 was selected for further validation because it is a SIRT1-associated downstream candidate directly involved in mitochondrial proton conductance and bioenergetic efficiency. This biological function matched the mitochondrial functional assays performed in this study. Therefore, the SIRT1–UCP2-associated pathway was selected as a focused candidate mechanism for validation.

We next examined SIRT1 and UCP2 expression in hippocampal tissue. Western blot analysis showed that both PQQ-L and PQQ-H treatments significantly increased hippocampal SIRT1 protein expression compared with the CON group, whereas UCP2 protein expression was significantly reduced (Figure 6A–C). Consistent with the protein-level changes, RT-qPCR analysis showed that UCP2 mRNA expression was also significantly decreased in both PQQ-treated groups (Figure 6D). These results indicate that PQQ treatment is associated with increased SIRT1 expression and reduced UCP2 expression in the hippocampus of naturally aged mice.

To further validate additional RNA-seq-derived candidates from the SIRT1-associated downstream network, SFRP5 and CD74 were examined by RT-qPCR. These genes were selected based on their differential expression and biological relevance to neuroimmune responses, metabolic regulation, and SIRT1-associated signaling. 

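In the sequencing data, Cd74, which encodes the invariant chain of MHC class II, lies on chromosome 18 from 60803848 to 60812652 on the plus strand (GRCm38, GENCODE M21). Its FPKM was 14.2 ± 4.74 (SD, n = 3) in CON, 1.68 ± 0.400 (SD, n = 5) in PQQ-L and 1.93 ± 1.85 (SD, n = 4) in PQQ-H, where PQQ-H 2 had 4.67. The log2FC of Cd74 was -2.98 in PQQ-L (standard error 0.490, limma adjusted p = 0.0209) and -3.15 in PQQ-H (standard error 0.513, limma adjusted p = 0.0125). With each library left out in turn, it stayed between -3.27 and -2.76 in PQQ-L and between -3.69 and -2.78 in PQQ-H. The limma adjusted p of Cd74 was 0.05 or more in 5 of 12 such fits in PQQ-L, at most 0.140 without CON 1, and in 2 of 12 in PQQ-H, 0.0720 without CON 1 and 0.0810 without CON 3. Over the 15 alternatives that kept every library it ranged from 0.00482 to 0.344 in PQQ-L and from 0.00490 to 0.188 in PQQ-H, and was below 0.05 in 12 of them in each comparison. Sfrp5, a secreted frizzled-related protein, lies on the minus strand of chromosome 19 from 42197971 to 42202252. Its FPKM was 3.59 ± 2.20 (SD, n = 3) in CON, 0.555 ± 0.410 (SD, n = 5) in PQQ-L and 0.486 ± 0.389 (SD, n = 4) in PQQ-H. The log2FC of Sfrp5 was -2.55 in PQQ-L (standard error 0.637, limma adjusted p = 0.121) and -2.78 in PQQ-H (standard error 0.666, limma adjusted p = 0.0935), so it did not pass the threshold over all genes tested. It passed with a pseudocount of 1, with a log2FC of -1.49 in PQQ-L (limma adjusted p = 0.0447) and -1.56 in PQQ-H (limma adjusted p = 0.0364), and in PQQ-L without CON 2 (limma adjusted p = 0.0295). Over the 15 alternatives that kept every library, the limma adjusted p of Sfrp5 ranged from 0.0447 to 0.529 in PQQ-L and from 0.00476 to 0.478 in PQQ-H, where the lowest came with a striatal score of each library as a covariate, chosen after seeing the data. Taken as single comparisons, the difference in mean log2(FPKM + 0.1) gave a two-sided exact permutation p of 0.0179 in PQQ-L for both genes, and of 0.0571 for Cd74 and 0.0286 for Sfrp5 in PQQ-H.

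**Figure D3:**
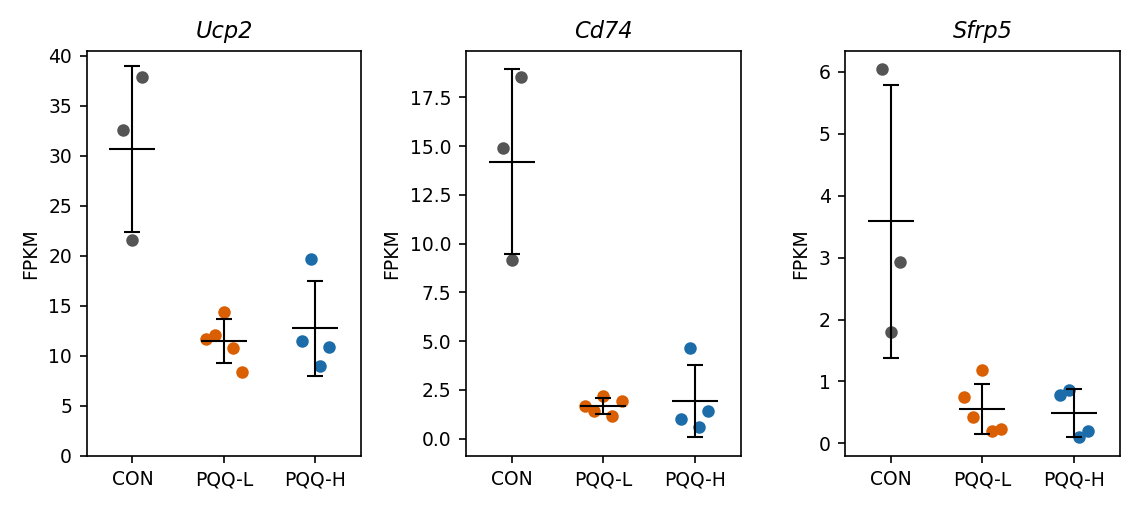
FPKM (vertical axis, linear) of Ucp2, Cd74 and Sfrp5 in each hippocampal library, by group on the horizontal axis (3 CON, 5 PQQ-L, 4 PQQ-H). Each point is one library, the horizontal line is the group mean and the bars are the SD, and every CON library lies above every PQQ-treated library for all 3 genes.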

The RT-qPCR results showed that both SFRP5 and CD74 were significantly decreased in the PQQ-treated groups, which was generally consistent with the RNA-seq trends (Figure 6E,F). These findings provide additional validation for selected transcriptomic changes induced by PQQ treatment.

To further evaluate whether SIRT1 participates in PQQ-associated mitochondrial bioenergetic regulation, the selective SIRT1 inhibitor EX-527 was applied in HT-22 cells. PQQ treatment significantly increased intracellular ATP levels compared with the control group, whereas co-treatment with EX-527 markedly attenuated this increase (Figure 6G). These findings suggest that SIRT1 activity contributes to the PQQ-associated enhancement of cellular bioenergetic output.

Western blot analysis further showed that PQQ increased SIRT1 protein expression and reduced UCP2 protein expression in HT-22 cells. However, the regulatory effects of PQQ on both SIRT1 and UCP2 were weakened in the presence of EX-527 (Figure 6H–J). Together, these results support the involvement of SIRT1 in PQQ-associated mitochondrial regulation and suggest that suppression of UCP2 may represent a downstream component of this regulatory response.

## 4. Discussion

Age-related cognitive decline is closely associated with impaired hippocampal function, neuronal structural deterioration, oxidative stress, and mitochondrial dysfunction [34,35]. Because hippocampal neurons have high energy demands, disruption of mitochondrial bioenergetics may contribute substantially to the progressive decline in learning and memory during aging [36,37]. In the present study, we used a naturally aged mouse model to evaluate the potential neuroprotective effects of PQQ. Our results showed that PQQ improved performance in hippocampus-related behavioral tasks, preserved hippocampal neuronal morphology, enhanced mitochondrial function in HT-22 neuronal cells, and was associated with modulation of SIRT1- and UCP2-related mitochondrial regulatory signaling.

Unlike acute aging models induced by D-galactose or other chemical stressors, natural aging models more closely reflect the gradual physiological deterioration that occurs over time. In this study, twenty-month-old naturally aged mice were used to examine whether PQQ could improve cognitive performance under aging-related conditions. PQQ supplementation increased spontaneous alternation in the Y-maze and improved recognition performance in the novel object recognition task, suggesting beneficial effects on spatial working memory and recognition memory. Importantly, PQQ did not significantly alter center time or center entries in the open-field test, indicating that the observed behavioral changes were unlikely to be driven by increased anxiety-like behavior. However, PQQ increased total distance traveled and average movement speed, indicating enhanced locomotor activity. Although spontaneous alternation and recognition index are relative measures that are less dependent on absolute movement distance, locomotor changes may still influence behavioral performance. Therefore, the behavioral findings should be interpreted as improved cognitive-related task performance rather than definitive reversal of age-related cognitive decline. Future studies using additional behavioral paradigms less sensitive to locomotor activity will help further clarify the cognitive effects of PQQ. H&E and Nissl staining showed that PQQ-treated mice exhibited better preservation of hippocampal cytoarchitecture, clearer neuronal boundaries, and increased Nissl compared with aged control mice.

To explore the molecular basis underlying the effects of PQQ, we performed hippocampal transcriptomic analysis. RNA-seq revealed that both low- and high-dose PQQ induced clear transcriptional remodeling in the hippocampus, with overlapping differentially expressed genes between the two treatment groups. Interestingly, the transcriptional response was dominated by downregulated genes, whereas the relatively fewer upregulated genes were enriched in processes related to mitochondrial structure, membrane organization, and energy metabolism. This pattern suggests that PQQ may not simply activate a broad transcriptional program, but may instead reshape aging-associated transcriptional disturbances while selectively supporting mitochondrial-related biological processes. Because aging is often accompanied by increased transcriptional noise and dysregulated stress-response signaling [38], the predominance of downregulated genes may reflect partial normalization of maladaptive or compensatory transcriptional changes in the aging hippocampus. However, this interpretation remains hypothesis-generating and requires further validation using independent datasets and targeted molecular assays.

The mitochondrial relevance of the transcriptomic findings was supported by in vitro functional assays in HT-22 hippocampal neuronal cells. Under H_2_O_2_-induced oxidative stress, PQQ reduced intracellular ROS accumulation and restored mitochondrial membrane potential, indicating improved mitochondrial resilience under oxidative injury. Seahorse XF analysis further showed that PQQ enhanced mitochondrial respiratory capacity, particularly maximal respiration and spare respiratory capacity. These parameters reflect the ability of cells to meet increased energetic demand under stress conditions and are highly relevant to neuronal survival and function. Notably, the respiratory benefit of PQQ was not linearly increased with concentration: 12.5 μM produced the strongest effect, whereas 25 μM showed a weaker effect and 50 μM showed minimal enhancement. This pattern indicates a non-linear concentration-dependent response and is consistent with a possible hormetic-like effect, in which a relatively low dose induces beneficial mitochondrial adaptation whereas higher doses produce weaker or neutral responses. However, additional concentrations, longer exposure durations, and direct assessment of cell viability or stress-response markers are needed to formally establish a complete hormetic dose–response relationship. Therefore, the optimal dose range and long-term safety of PQQ in the aging nervous system should be further investigated.

IPA-based upstream regulator analysis identified SIRT1 as a major predicted upstream regulator associated with the PQQ-induced transcriptional response. Previous studies have linked decreased SIRT1 signaling to aging-associated mitochondrial dysfunction and cognitive impairment [39,40,41,42]. In the present study, PQQ increased hippocampal SIRT1 protein expression, and molecular docking analysis suggested a potential interaction between PQQ and SIRT1. These findings support an association between PQQ treatment and SIRT1-related regulatory signaling. Among the SIRT1-associated downstream genes identified by IPA, UCP2 was selected for further validation because of its established role in mitochondrial uncoupling and energy efficiency. UCP2 can reduce mitochondrial coupling efficiency by facilitating proton conductance across the inner mitochondrial membrane [43]. In this study, PQQ reduced UCP2 expression at both mRNA and protein levels in the hippocampus, which was consistent with improved mitochondrial membrane potential and respiratory capacity observed in HT-22 cells. These findings suggest that suppression of UCP2 may be involved in the PQQ-associated improvement of mitochondrial bioenergetic regulation.

To further examine the involvement of SIRT1, we used the selective SIRT1 inhibitor EX-527 in HT-22 cells. EX-527 attenuated the PQQ-induced increase in ATP production and weakened the regulatory effects of PQQ on SIRT1 and UCP2 protein expression. These results provide functional support for the participation of SIRT1 in PQQ-associated mitochondrial bioenergetic regulation. Nevertheless, these data should not be interpreted as definitive proof that the SIRT1-UCP2 axis is the only or indispensable mechanism underlying the effects of PQQ. PQQ may also influence mitochondrial function through additional pathways, including antioxidant responses, mitochondrial biogenesis, redox regulation, and other metabolic signaling networks.

From a translational perspective, PQQ is a redox-active nutritional compound with reported antioxidant and mitochondrial regulatory properties. The present study extends previous observations by showing that PQQ improves behavioral performance in naturally aged mice and is associated with mitochondrial-related outcomes, thereby providing evidence under a physiological aging context relevant to age-associated cognitive impairment. Nutritional interventions that target mitochondrial and metabolic homeostasis have attracted increasing attention in aging research. Caloric restriction and dietary restriction are among the best-characterized interventions known to improve metabolic flexibility, reduce oxidative stress, and modulate Sirtuin-related signaling pathways [44]. In particular, SIRT1 is considered an important nutrient-sensitive regulator linking energy availability to mitochondrial function, stress resistance, and aging-associated physiological adaptation [45]. PQQ, as a redox-active nutritional compound with mitochondrial regulatory properties, may share conceptual overlap with nutritional strategies aimed at preserving mitochondrial bioenergetics [46]. Previous studies have reported that PQQ can stimulate mitochondrial biogenesis and activate SIRT1/PGC-1α-related signaling [47]. However, unlike caloric restriction, PQQ supplementation did not involve reduced energy intake in the present study. Therefore, the beneficial effects observed here are more likely related to direct or indirect regulation of mitochondrial function and redox homeostasis rather than caloric restriction-like energy limitation.

However, several limitations should be acknowledged. First, no young adult reference group was included, as this study focused on the effects of PQQ within naturally aged mice rather than age-group comparisons. Thus, whether PQQ restores these outcomes toward young adult levels remains unclear. Second, the relatively small sample size in the animal experiments should be noted. Although consistent trends were observed across behavioral, histological, transcriptomic, molecular, and cellular analyses, larger animal cohorts are needed to confirm the reproducibility and generalizability of these findings. Third, the mechanistic evidence for the SIRT1–UCP2-associated pathway remains associative rather than fully causal. Although EX-527 attenuated the PQQ-induced increase in ATP production and weakened the regulatory effects of PQQ on SIRT1 and UCP2 protein expression, UCP2 was not directly manipulated in the present study. Therefore, whether UCP2 is required for the mitochondrial bioenergetic effects of PQQ remains to be established through future knockdown, overexpression, or rescue experiments. Finally, the transcriptomic response to PQQ was not limited to SIRT1–UCP2-associated signaling. Other inflammation-, neuroimmune-, membrane transport-, and metabolic regulation-related genes were also altered. Therefore, the SIRT1–UCP2-associated pathway should be viewed as one candidate regulatory axis selected for focused validation based on its relevance to mitochondrial bioenergetics, rather than as the only mechanism affected by PQQ. Future studies are needed to determine how these additional pathways contribute to the neuroprotective and mitochondrial effects of PQQ.

Despite these limitations, the consistency among behavioral, histological, transcriptomic, molecular, and cellular findings supports a coherent regulatory framework. Collectively, our results indicate that PQQ improves cognitive-related behavioral performance in naturally aged mice and is associated with mitochondrial bioenergetic regulation. These effects are associated with reduced oxidative stress, improved mitochondrial bioenergetic capacity, increased SIRT1 expression, and decreased UCP2 expression. Thus, modulation of a SIRT1-UCP2-associated mitochondrial regulatory pathway may contribute to the neuroprotective effects of PQQ during aging.

## 5. Conclusions

In summary, the present study shows that PQQ supplementation improves cognitive-related behavioral performance in naturally aged mice, particularly in tasks related to spatial working memory and recognition memory. These behavioral effects were accompanied by better preservation of hippocampal neuronal integrity and transcriptomic changes enriched in mitochondrial structure and membrane-related biological processes. In HT-22 hippocampal neuronal cells, PQQ reduced oxidative stress, restored mitochondrial membrane potential, and enhanced mitochondrial respiratory capacity, supporting its role in mitochondrial bioenergetic regulation.

Mechanistically, hippocampal transcriptomic analysis and upstream regulator prediction identified SIRT1-related signaling as a potential regulatory component of the PQQ-associated response. Consistently, PQQ increased SIRT1 protein expression and reduced UCP2 expression in the hippocampus of naturally aged mice. In vitro inhibition of SIRT1 attenuated the PQQ-induced increase in ATP production and partially weakened the regulation of UCP2, suggesting that SIRT1-UCP2-associated signaling may participate in the mitochondrial bioenergetic effects of PQQ.

Taken together, these findings indicate that PQQ improves cognitive-related behavioral performance in naturally aged mice in association with enhanced mitochondrial bioenergetics and reduced oxidative stress. The SIRT1-UCP2-associated pathway may represent a potential regulatory mechanism contributing to these effects, although further studies involving direct manipulation of SIRT1 and UCP2 are required to establish causality. These results provide additional evidence supporting mitochondrial bioenergetic regulation as a promising target for nutritional interventions aimed at mitigating age-associated cognitive functional decline.

## Figures and Tables

**Figure 1:**
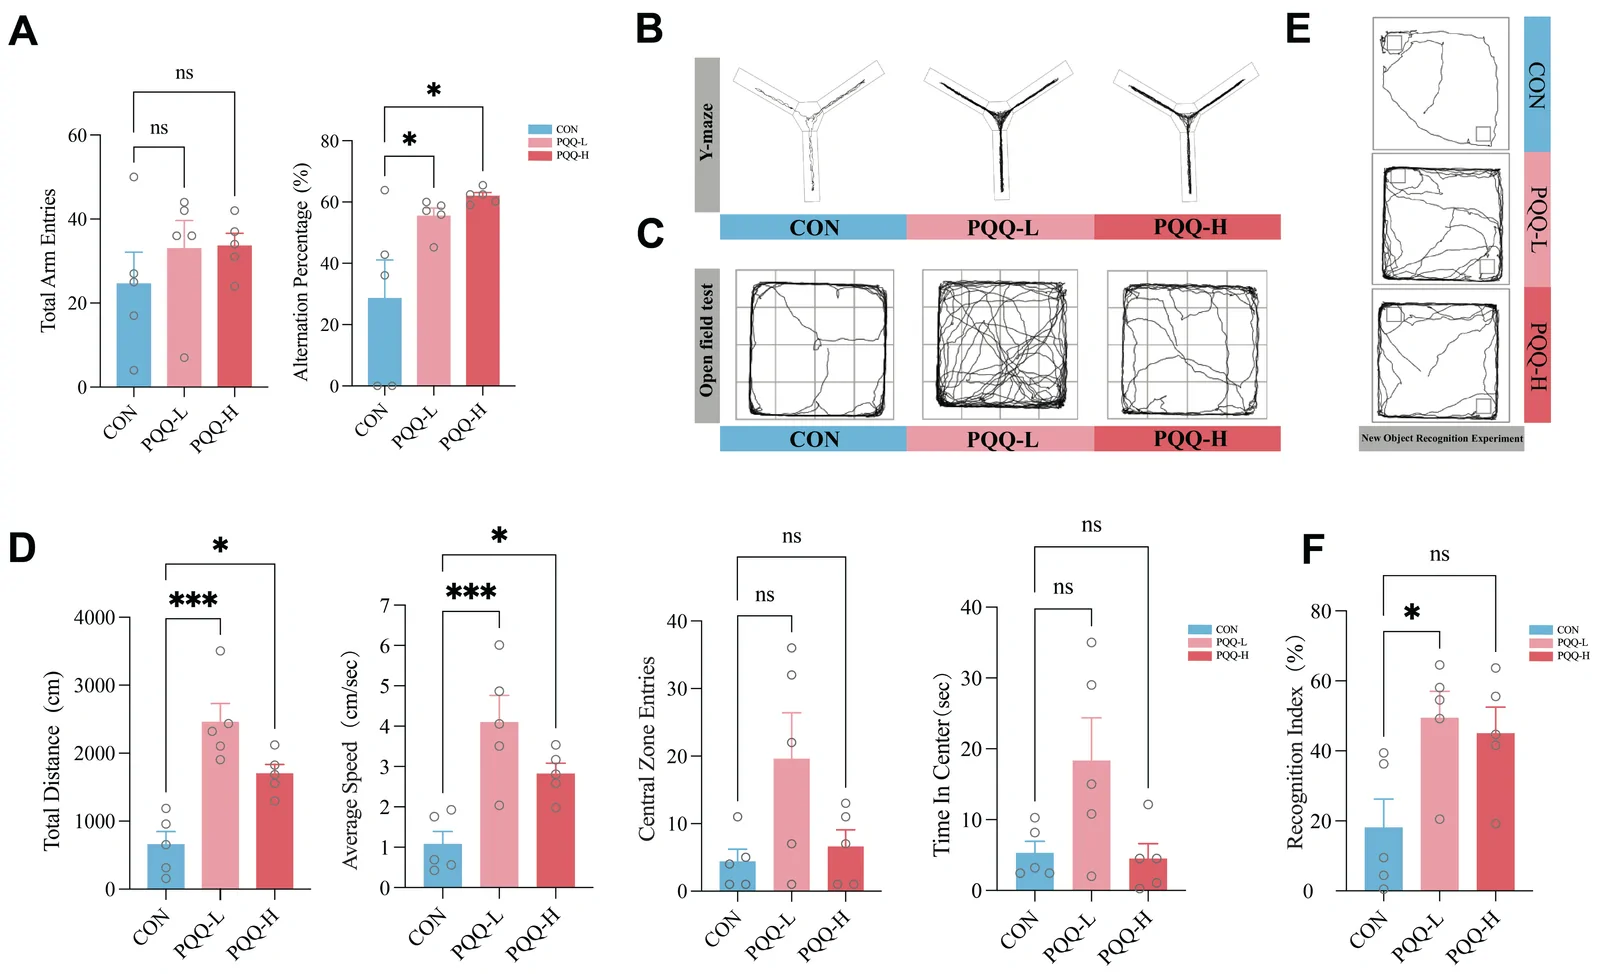
PQQ improves spatial and recognition memory in naturally aged mice. (**A**) Y-maze performance parameters (*n* = 5). (**B**) Representative Y-maze exploration trajectories (*n* = 5). (**C**) Representative trajectories from the OFT (*n* = 5). (**D**) Quantification of open field parameters, including total distance traveled, average speed, central zone entries, and time spent in the center (*n* = 5). (**E**) Representative exploration trajectories in the NOR test (*n* = 5). (**F**) Recognition index in the NOR test (*n* = 5). Data are presented as the mean ± SEM. ns, not significant. * *p* < 0.05; *** *p* < 0.001.

**Figure 2:**
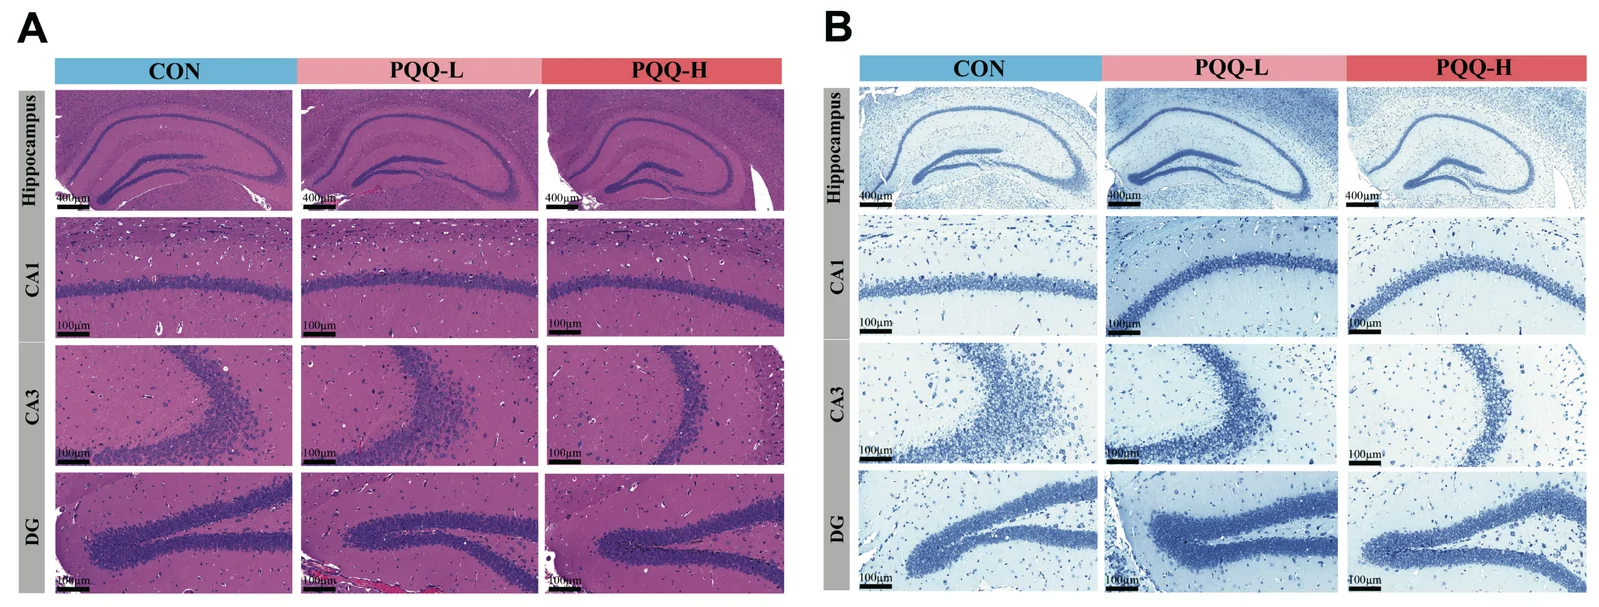
PQQ preserves hippocampal histological structure in naturally aged mice. (**A**) Representative H&E staining of hippocampal sections, including CA1, CA3, and DG regions. (**B**) Representative Nissl staining of hippocampal subregions. Scale bars: 400 μm (hippocampus) and 100 μm (CA1, CA3, DG).

**Figure 3:**
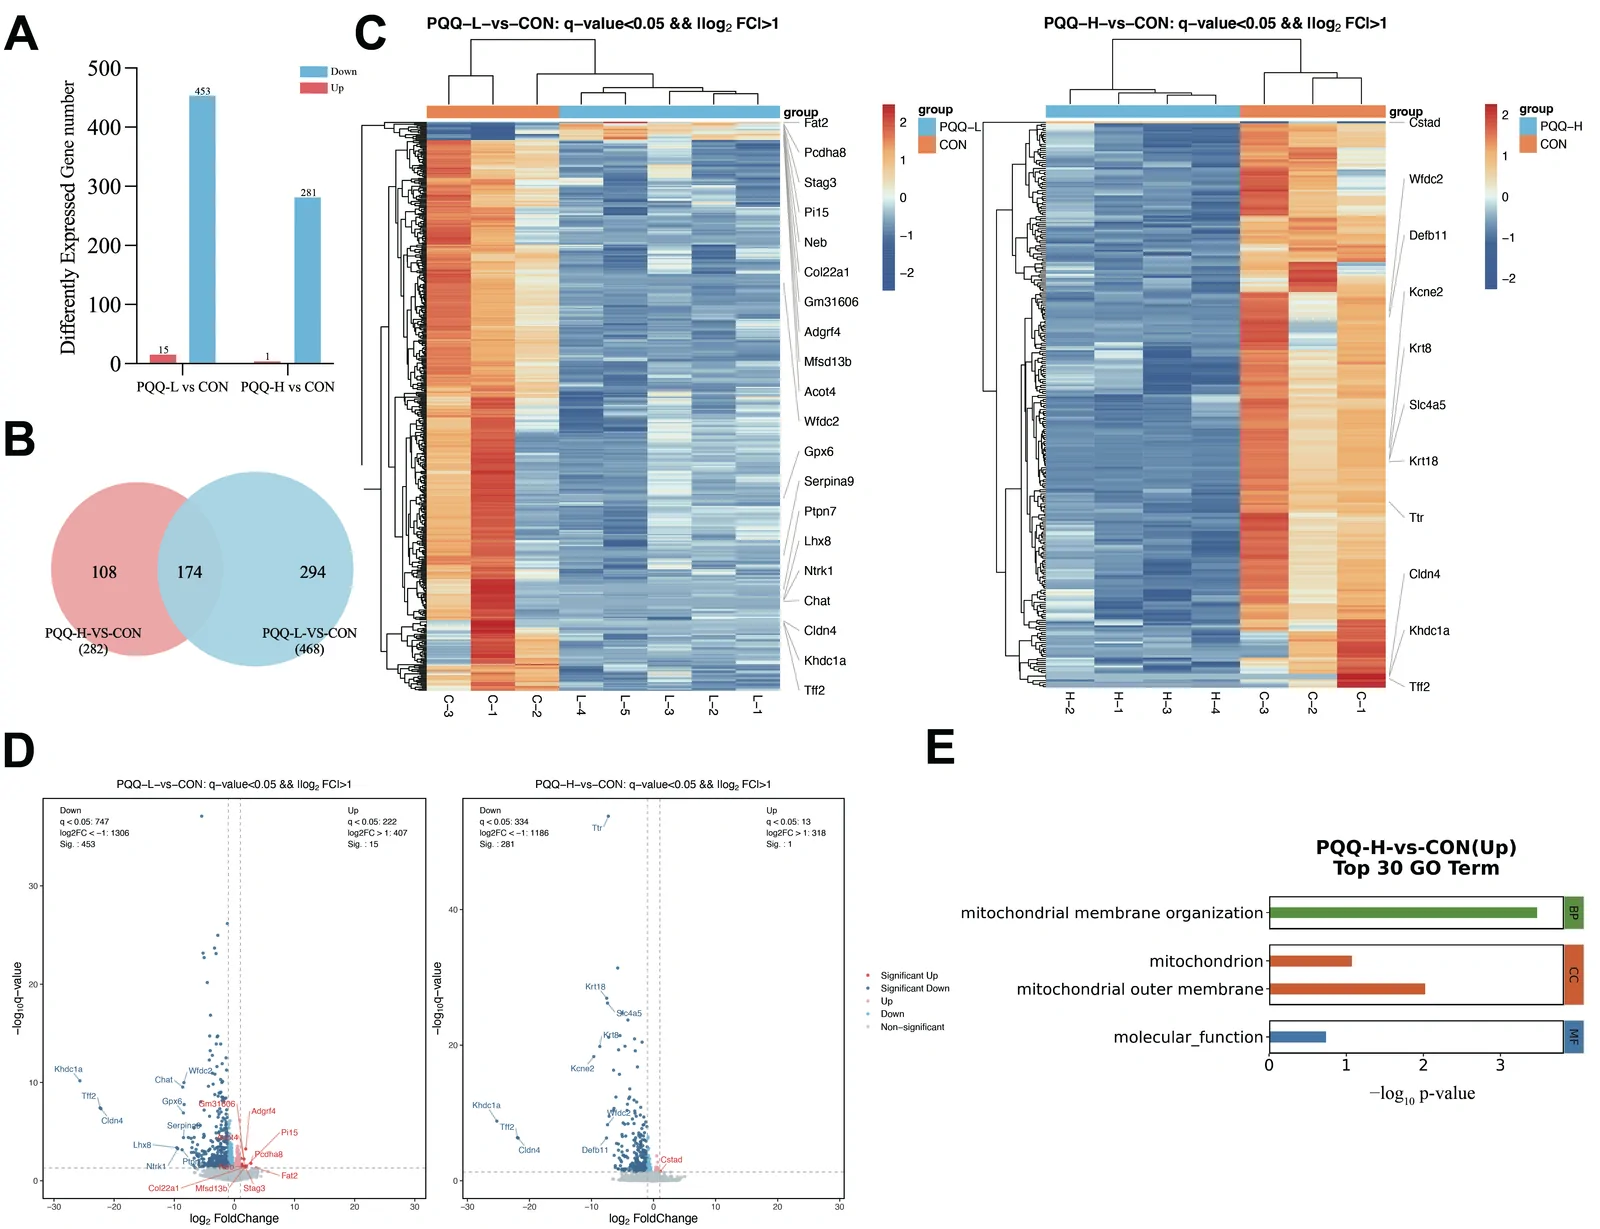
PQQ modulates the hippocampal transcriptome in naturally aged mice. (**A**) DEGs identified in the PQQ-L and PQQ-H groups compared with the control group. (**B**) Venn diagram showing the overlap of DEGs between the PQQ-L vs. control and PQQ-H vs. control comparisons. (**C**) Heatmaps showing hierarchical clustering of DEGs across groups. (**D**) Volcano plots displaying DEGs in PQQ-treated groups relative to controls. (**E**) GO enrichment analysis of upregulated DEGs.

**Figure 4:**
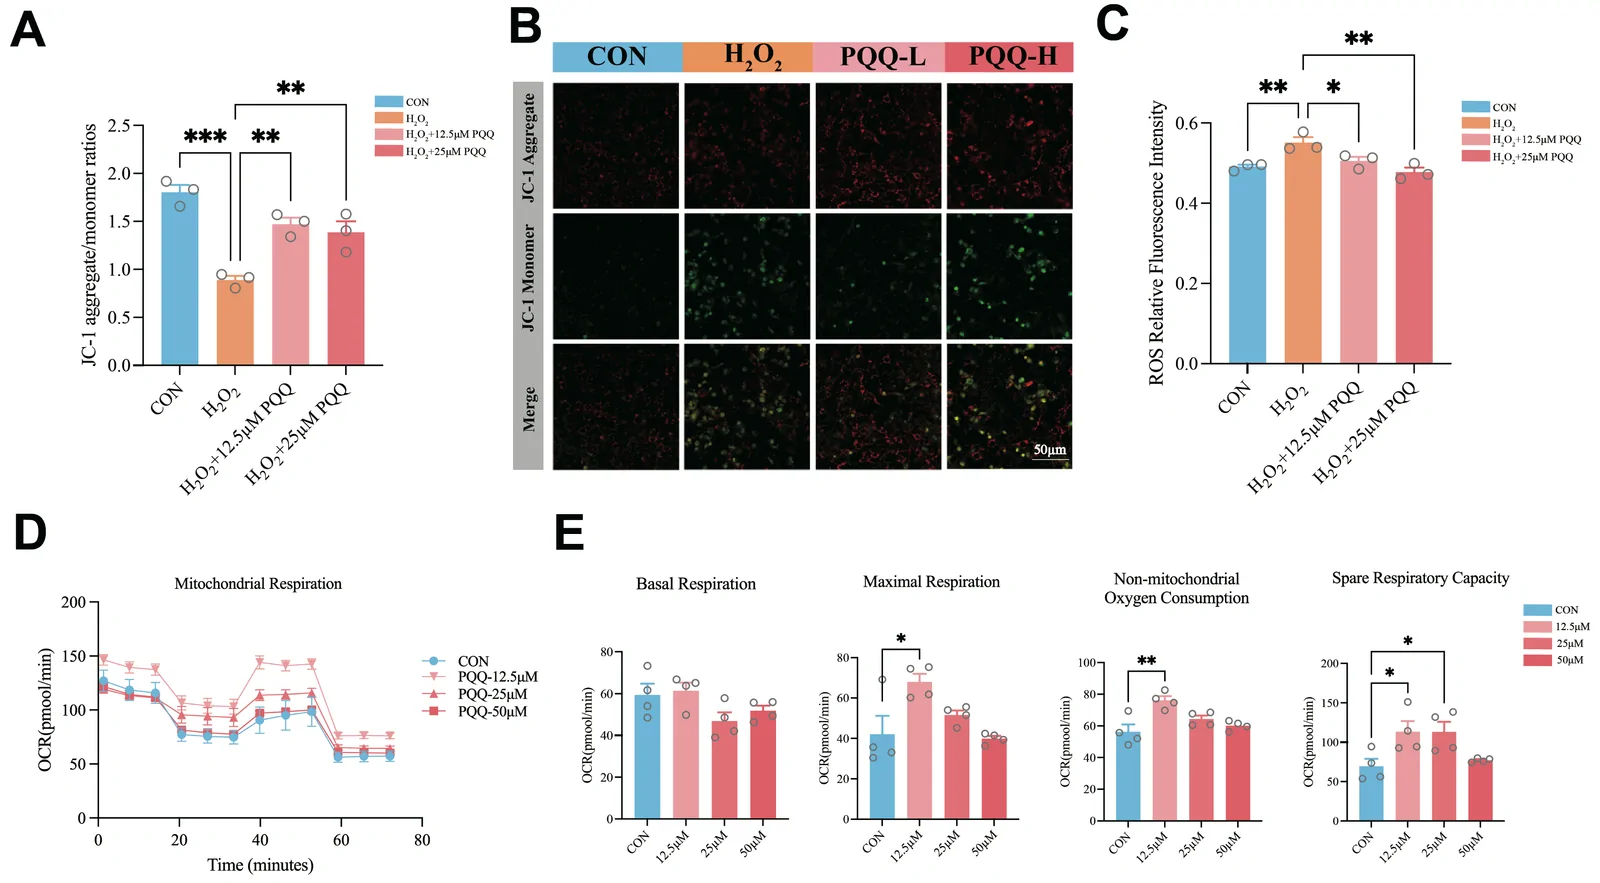
PQQ improves mitochondrial function in HT-22 neuronal cells under oxidative stress. (**A**) Quantification of mitochondrial membrane potential assessed by JC-1 aggregate-to-monomer ratio in HT-22 cells following oxidative stress (*n* = 3). (**B**) Representative JC-1 fluorescence images. (**C**) Quantification of intracellular ROS levels in HT-22 cells (*n* = 3). (**D**) OCR profiles measured using the Seahorse XF Cell Mito Stress Test (*n* = 4). (**E**) Quantification of mitochondrial respiration parameters (*n* = 4). Data are presented as the mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
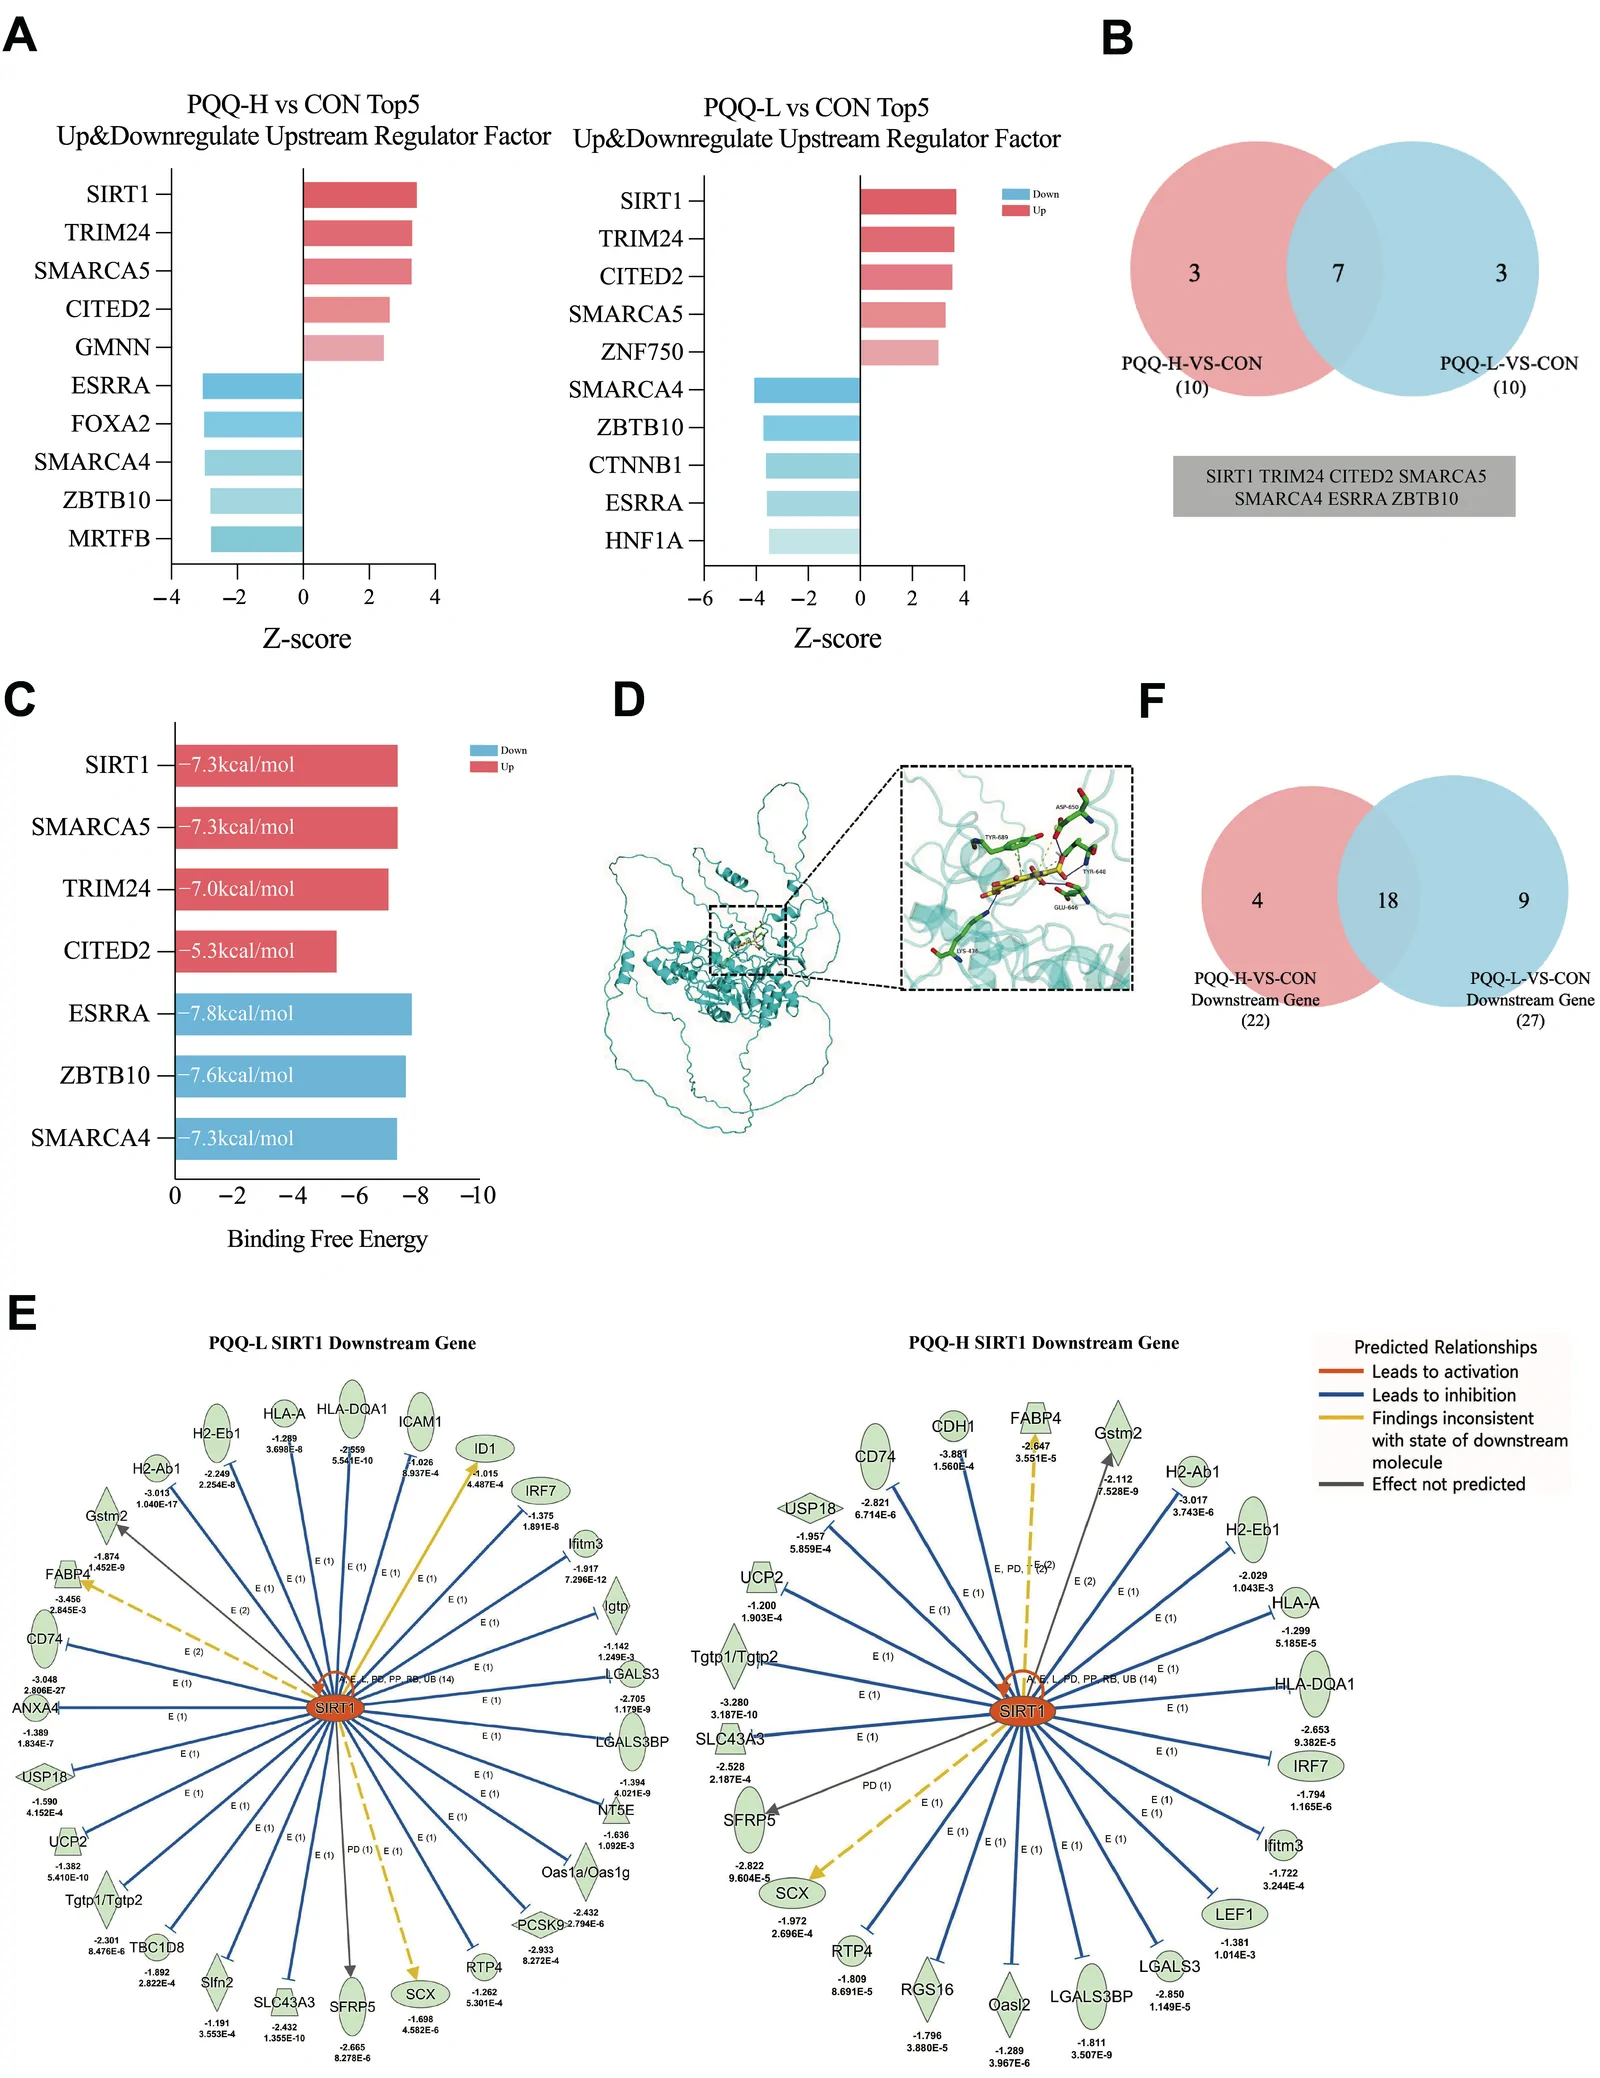
PQQ treatment is associated with SIRT1-related regulatory signaling and selected downstream transcriptomic changes. (**A**) Top predicted upstream regulators identified by IPA in PQQ-treated groups based on activation z-scores. (**B**) Overlap of predicted upstream regulators between PQQ-L and PQQ-H groups. (**C**) Predicted binding free energies of PQQ with candidate upstream regulators. (**D**) Representative molecular docking model illustrating the interaction between PQQ and SIRT1. (**E**) IPA-derived SIRT1 downstream gene networks in PQQ-treated groups. (**F**) Overlap of SIRT1 downstream genes between PQQ-L and PQQ-H groups.

**Figure 6:**
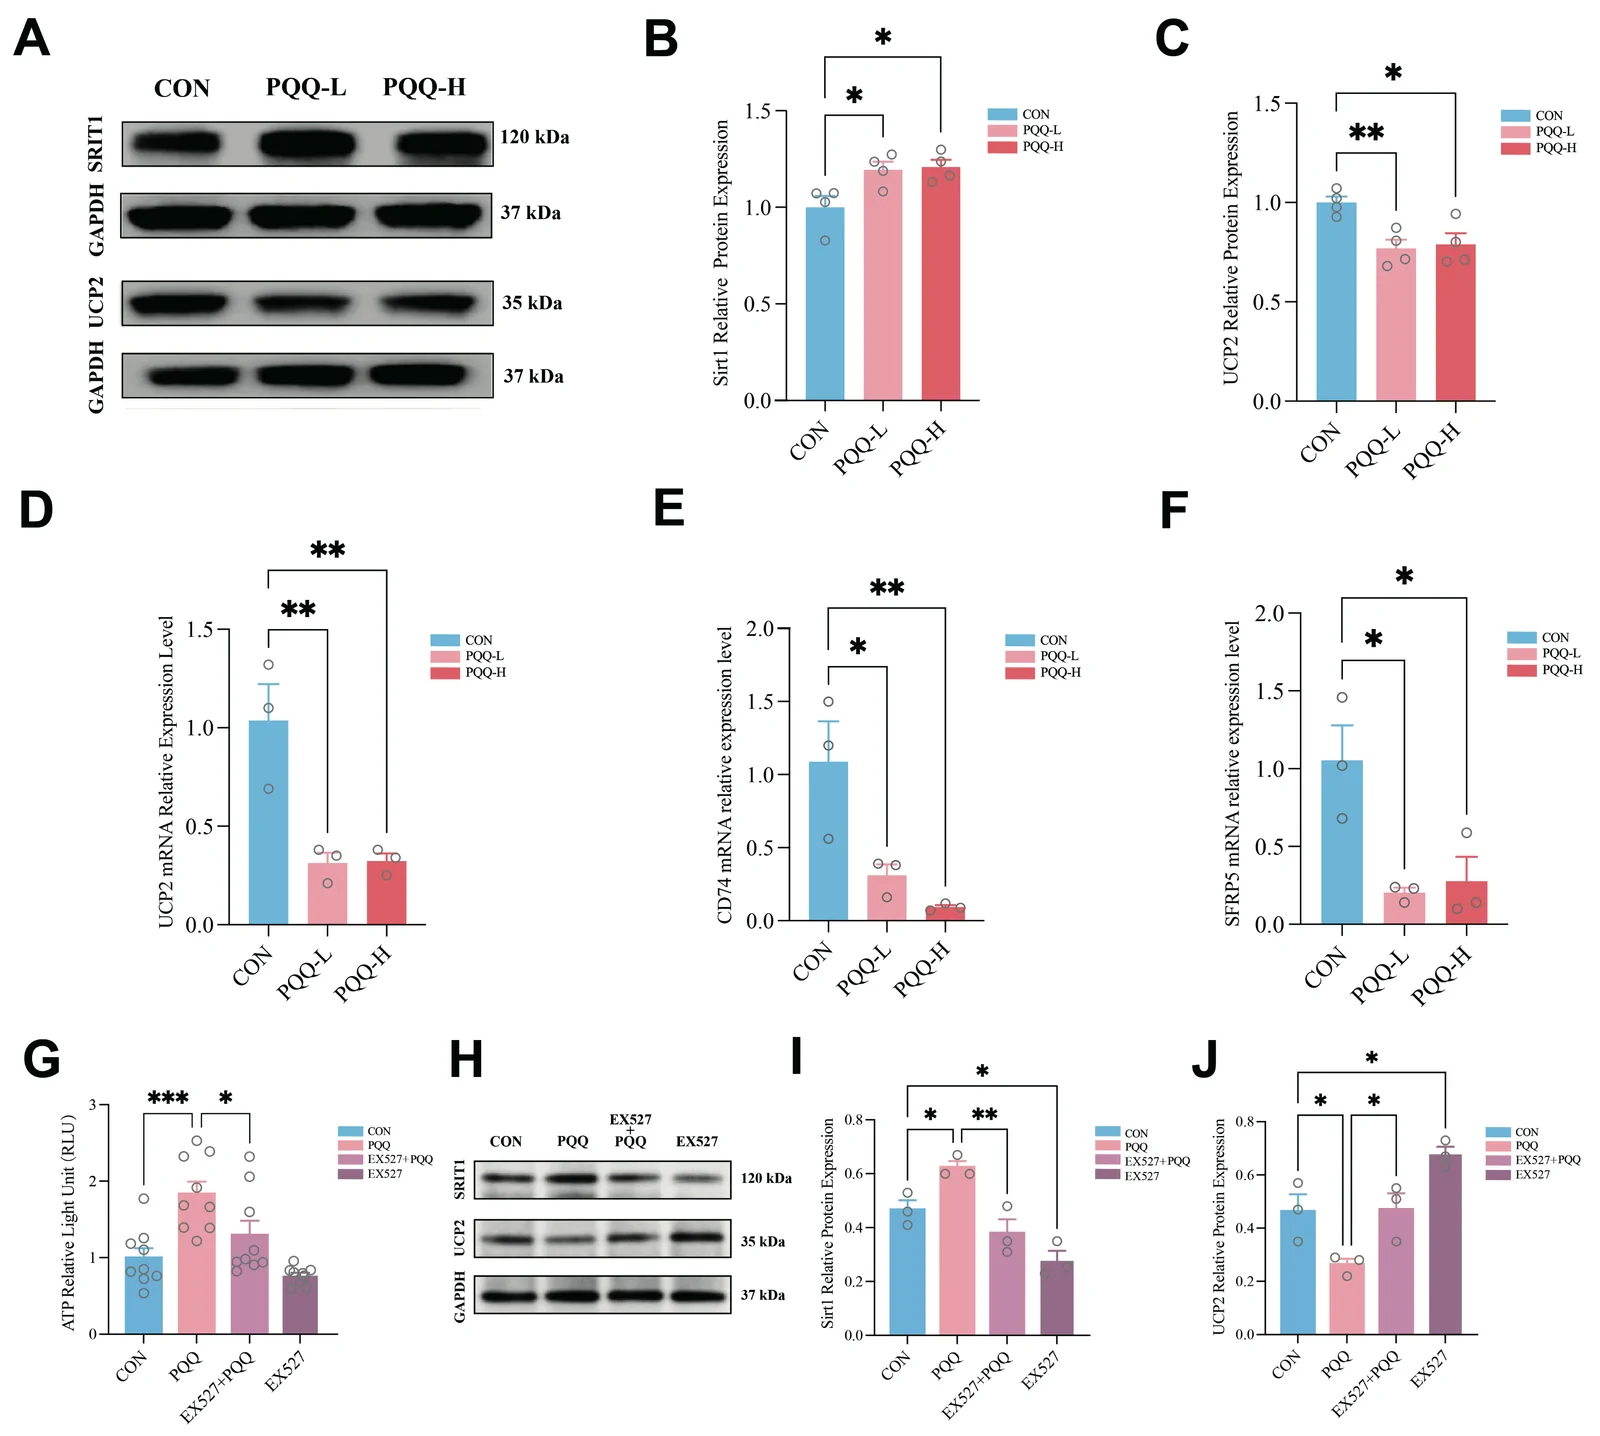
Experimental validation of SIRT1/UCP2-associated regulation after PQQ treatment. (**A**) Representative Western blot images of SIRT1 and UCP2 in hippocampal tissue. (**B**) Quantification of relative SIRT1 protein expression (*n* = 4). (**C**) Quantification of relative UCP2 protein expression (*n* = 4). (**D**) Relative UCP2 mRNA expression measured by RT-qPCR (*n* = 3). (**E**) Relative CD74 mRNA expression measured by RT-qPCR (*n* = 3). (**F**) Relative SFRP5 mRNA expression measured by RT-qPCR (*n* = 3). (**G**) Intracellular ATP levels in HT-22 cells treated with PQQ in the presence or absence of the SIRT1 inhibitor EX-527 (*n* = 9). (**H**) Representative Western blot images of SIRT1 and UCP2. (**I**) Quantification of relative SIRT1 protein expression (*n* = 3). (**J**) Quantification of relative UCP2 protein expression (*n* = 3). Data are presented as the mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE338219. Other data supporting the findings of this study are included in the article and Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15080921/s1, Figure S1: GO enrichment analysis of downregulated DEGs identified in PQQ-treated groups. (A) PQQ-H vs. CON. (B) PQQ-L vs. CON.

How the deposited data were processed for this re-analysis (not part of the article)

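Hippocampal RNA-seq libraries of 12 naturally aged mice were analyzed, 3 from the CON group, 5 from PQQ-L and 4 from PQQ-H. The libraries were assigned to groups by the names in Figure 3C and the labels of the deposited data. The authors extracted RNA with TRIzol, sequenced it on an Illumina NovaSeq instrument, filtered the reads with fastp, mapped them with HISAT2 and counted them per gene with HTSeq-count. The FPKM values were computed by the authors and deposited as 1 table of 27833 genes, of which 174 are at 0 in all 12 libraries. The genome build, the annotation, the strandedness and the versions of these programs are not given in the paper's text. The authors tested the genes with DESeq2 at |log2FC| > 1 and q < 0.05. This step was not repeated here, although the reads behind the FPKM could be recovered.

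For each gene, the whole reads behind the FPKM were recovered from the ratios between libraries. With a tolerance of 0.02 reads, 100% of the genes above 0 gave whole reads, and the recovery was tested on simulated data of 2673 genes, where it returned all reads for 99.96%. A gene with a value in a single library gives no ratio, so no reads are reported for it. The totals on genes were 29654764 to 38179628 per library with a median of 35168332. The counts give the precision of counting alone, and the error between mice comes from the replicates. No pair of libraries of 1 group was a duplicate, since the lowest chi-square per degree of freedom over 19 pairs was 18.76. Symbols were matched to GENCODE M21 (21121 found) and to RefSeq GRCm38.p6 (26288 found) for positions, lengths and GC content.

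Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a moderated test with trend in one fit of all 12 libraries, for genes with a mean FPKM of at least 0.5 (13796 genes). A gene was called at a |log2FC| above 1 and a Benjamini-Hochberg adjusted p below 0.05. The comparisons were PQQ-L vs. CON, PQQ-H vs. CON and PQQ-H vs. PQQ-L. Single genes were also compared with two-sided exact permutation tests of the difference in mean log2(FPKM + 0.1), and families of genes with Fisher's exact test. Gene lists were tested with camera at an inter-gene correlation of 0.01 and with fry, for lists with at least 3 genes tested. Separation of the groups was measured over the 1000 most variable genes. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Where all libraries of a group had at most 3 reads, a bound on the fold replaces the fitted value.

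The 22 gene lists were written from general knowledge of the tissues. They cover choroid plexus, ependyma, meninges, cholinergic basal forebrain, striatum, thalamus, hippocampal neurons, neurons in general, astrocytes, oligodendrocytes, microglia, border macrophages, MHC class II, interferon response, endothelium, blood, the mitochondrial outer membrane, mitochondrial membrane organization, nuclear and mitochondrially encoded OXPHOS genes, membrane transport and cell structure. The genes named are every gene that the paper names in its text or labels in Figures 3C, 3D, 5A and 5E, the 5 called genes with the largest |log2FC| and no overlap between libraries in each comparison and direction, and members of lists that are reported. A few of these genes are not reported here. These rules, the thresholds, the lists and 16 alternatives were set before the data were examined.

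The alternatives were a pseudocount of 1 or 0.01, all genes above 0, a mean FPKM of at least 1, median-of-ratios scaling, TPM, quantile normalization, only the 2 groups compared, a test without trend, a robust test, array quality weights, the first letter of the library name as a covariate, the replicate number as a replicate block, all genes or Euclidean distance for the separation, and each of the 12 libraries left out in turn. A further 2 were chosen after seeing the data, voom on recovered reads (at least 10 on average) and a striatal score as a covariate. At most 100 splits or simulations were drawn, while the exact permutation tests used every possible split. The limma steps were tested on simulated data with 200 of 13796 genes changed by 3 on the log2 scale, of which 193 were called along with 4 others, and 0 were called in a contrast without a change. In the same simulation, a lowered list of 30 genes was called by both camera and fry, and an unchanged list of 30 genes by neither. GO enrichment and IPA were not repeated, since no annotation of terms or regulators was used here, and the behavior, RT-qPCR, Western blot, cell and docking experiments were not analyzed here.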

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

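The 4 tests of the striatal score, of treatment, tissue of another region, library-name prefix and depth, were chosen only after the result was seen. The search for libraries far from their group was limited to genes the paper names, leading genes and list scores with reads above the floor after a first search over more groups had been seen, which also gave about as many as chance.

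In 4 groups of libraries, 1 library lay far from the others of its group. Kcne2 was highest in PQQ-L 3 (24 reads, against 0 to 3 in the other PQQ-L libraries), with a gap of 0.749 of the range of the 5 libraries. Igtp was lowest in PQQ-L 5, with a gap of 0.737. Both are above Dixon's 95% critical value for 5 libraries. Steap1 was highest in PQQ-H 4, with a gap of 0.875, and the score of blood genes was highest in PQQ-H 2, with a gap of 0.908, above the critical value for 4 libraries. Over 70 results, 128 groups were examined and 6.4 would pass by chance, so 4 are no more than chance gives, and no explanation of them was tested. A further 12 groups had at most 3 reads in each library and were not examined. Without PQQ-H 2, the median log2FC of the blood genes in PQQ-H vs. CON went from 0.13 to -0.42.

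Between the 2 doses, 9 of the 18 gene lists tested differed by camera (limma, adjusted p below 0.05), and 0 of them by fry. In PQQ-H vs. PQQ-L the median log2FC was -0.80 for choroid plexus, -0.80 for ependyma and -0.79 for meninges. It was 2.15 for striatum (14 of 14 genes higher), 1.88 for cholinergic basal forebrain (1.80 with genes at the floor of 3 reads set to their bound), 0.65 for blood (5 of 5 higher) and 0.25 for microglia (13 of 13 higher). For nuclear OXPHOS genes it was 0.14 (85 of 88 higher) and for mitochondrial membrane organization 0.0514 (16 of 23 higher). The smallest adjusted p of these lists with limma's fry was 0.208. Without the 3 genes that the paper names, cholinergic basal forebrain had a median of 1.11 between the doses (limma's camera, adjusted p = 0.173). The 13 mitochondrially encoded OXPHOS genes, a set added after seeing the data and adjusted apart from these lists, had 0.20 (13 of 13 higher, limma's camera, adjusted p = 7.28e-05, fry adjusted p = 0.1502). The number of DEGs between the doses was 0, with 1125 genes at an unadjusted p below 0.05. Other splits of the 9 PQQ-treated libraries cannot test a count of 0, which all 100 drawn splits reach by construction. A treatment effect of dose is not excluded for choroid plexus, ependyma, meninges, blood, microglia and the mitochondrial lists, for which no explanation was tested. For blood the difference rests largely on PQQ-H 2, with a score of 1.96. The other PQQ-H libraries had blood scores of -0.37 to -0.15, within the PQQ-L range of -1.60 to 0.70. The microglial score was also highest in PQQ-H 2, at 0.48, against -0.08 to 0.13 in the other PQQ-H libraries. For striatum and basal forebrain the difference runs within PQQ-H, where the striatal score spans 6.18 on the log2 scale.

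Genes of hippocampal neurons, which the paper does not discuss, were higher in both comparisons, with a median log2FC of 1.28 in PQQ-L and 0.79 in PQQ-H (22 of 22 genes higher in each, limma's camera, adjusted p = 2.61e-06 and 1.07e-05, fry adjusted p = 0.198 and 0.435). None of the 22 is named by the paper, and 13 had an FPKM of at least 0.5 in every library. The median was 0.61 in PQQ-L without CON 1 and 2.02 without CON 2. In PQQ-H it was 0.18 without CON 1 (limma's camera, adjusted p = 0.0810), 1.47 without CON 2, 0.29 without PQQ-H 3 and 0.42 without PQQ-H 4. The score of hippocampal neurons (mean log2 level, centered) was -2.44, 0.71 and -1.04 in CON 1 to 3, -0.29 to 0.96 in PQQ-L, and -1.26, -1.07, 1.34 and 0.91 in PQQ-H 1 to 4. The score of 14 striatal genes ran the other way, at 4.10, -1.74 and 2.71 in CON, -2.40 to -0.52 in PQQ-L, and 3.68, 2.57, -2.51 and -1.26 in PQQ-H. Among the most abundant genes of these lists, Ppp1r1b had an FPKM of 1235, 25.5 and 522 in CON and 934, 487, 16.2 and 49.8 in PQQ-H, Penk had 994, 14.8 and 408 and 760, 438, 13.5 and 48.8, and Neurod6 had 2.30, 78.9 and 31.6 and 18.6, 22.0, 138 and 97.9.

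Treatment as the cause of the striatal pattern is argued against by the spread within a group, since the score ranged over 6.18 on the log2 scale within PQQ-H and over 5.83 within CON. The letter that opens the library name is argued against by a range of 5.36 within the libraries with R. Depth is argued against by a range of 6.64 after all libraries were thinned to the lowest total. Tissue of another brain region, such as striatum, carried along at different amounts in the dissection, may explain the pattern, since the striatal score ranged over 6.60 across the 12 libraries and the hippocampal score over 3.77 in the opposite direction, while the score of neurons in general ranged over 0.38. This remains a hypothesis from the same libraries, and a mixed-up or mislabeled sample was not tested.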

How the results depend on the processing

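The 2 alternatives marked as chosen after seeing the data, voom and the striatal score, were added only after the result was seen.

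All counts of DEGs refer to 65 in PQQ-L, 113 in PQQ-H, 61 shared, and 5 SIRT1-associated genes lower in both. With all genes above 0, the DEGs were 112 and 170, with 99 shared, and with a mean FPKM of at least 1 they were 42 and 68, with 38 shared, since these settings change the genes tested. With a pseudocount of 1, 11 of the SIRT1-associated genes were lower in both. With only the 2 groups compared, 69 DEGs were called in PQQ-L and 44 in PQQ-H, 29 were shared and 0 of the SIRT1-associated genes passed in both. Array quality weights gave 17 and 31 DEGs, 16 shared and 0 SIRT1-associated genes. With the replicate number as a replicate block, the DEGs were 23 and 48, with 22 shared and 0 SIRT1-associated genes in both. The numbers do not pair the animals, as same-numbered libraries had correlations of -0.725 to 0.809 over 10 pairs. Voom on recovered reads (chosen after seeing the data) gave 111 DEGs in PQQ-L, 97 shared and 10 SIRT1-associated genes. The striatal score as a covariate (chosen after seeing the data) gave 39 DEGs in PQQ-L and 133 in PQQ-H, with 39 shared and 1 SIRT1-associated gene. Where no construction is given, the cause was not tested.

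With each of the 12 libraries left out in turn, the DEGs ranged from 23 (without CON 1) to 866 (without CON 2) in PQQ-L and from 62 (without CON 3) to 153 (without PQQ-H 2) in PQQ-H. The shared DEGs ranged from 22 (without CON 1) to 115 (without CON 2), and the SIRT1-associated genes from 0 (without CON 1 or CON 3) to 11 (without CON 2). The separation of CON from PQQ-treated libraries ranged from 0.0738 without CON 1 to 0.260 without CON 2. Between the doses, the count was 0 under every alternative. Of the 6 tests of mitochondrial sets, 2 to 3 passed by camera, and of the 30 tests of marker lists 17 to 23.

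Some lists changed direction. For astrocytes in PQQ-H (main value -0.0050) the median was 0.0631 with median-of-ratios scaling, 0.0051 with quantile normalization and 1e-04 with the replicate block, and it ranged from -0.0635 without CON 1 to 0.0795 without CON 2, with 0.0048 without PQQ-H 1. With median-of-ratios scaling the mitochondrial outer membrane in PQQ-H went to 0.0367 and mitochondrial membrane organization to 0.0037. The outer membrane ranged from -0.047 without PQQ-H 1 to 6e-04 without PQQ-H 3. Striatum in PQQ-H ranged from -2.69 without CON 2 to 0.26 without CON 1, with 0.09 without PQQ-H 3. Microglia in PQQ-H ranged from -0.1196 without CON 2 to 0.1927 without CON 1, with -0.0523 without PQQ-H 2. Blood in PQQ-H ranged from -0.4237 without PQQ-H 2 to 0.4898 without CON 1, with -0.2427 without CON 2. With the striatal score as a covariate, the log2FC in PQQ-L became 0.13 for Nt5e and 0.17 for Tbc1d8. The cause was not tested.

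Among the other values of single genes, 646 kept direction and side of the threshold when 1 library was left out, 78 became weaker and 32 stronger, and under the other alternatives 837, 75 and 23. Among the lists, 397, 7 and 19 did so when 1 library was left out and 239, 1 and 7 under the other alternatives. The gene families were recomputed only with a pseudocount of 1 and with a mean FPKM of at least 1. All 12 of these values kept direction and side of the threshold. Genes with few reads limit the size of a fold, as for Kcne2 and Krt8.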

Differences from the paper's values

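No test in this part was chosen after the result was seen, apart from the 2 added alternatives and the 1 added gene set named as such.

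The paper reports 468 DEGs in PQQ-L, where the deposited FPKM gave 65 with limma, and 282 in PQQ-H, where they gave 113. None of the alternatives set before the data were examined closed either gap. The nearest counts in PQQ-L were 112 with all genes above 0 and 866 without CON 2, and the highest count in PQQ-H was 170 with all genes above 0. The paper's number of shared DEGs is 174, against 61, and no such alternative closed the gap, the highest being 115 without CON 2. The paper's number of SIRT1-associated genes lower in both groups is 18, against 5 with an adjusted p below 0.05 in both, and the highest was 11, without CON 2 or with a pseudocount of 1. The names give 17 mouse symbols, of which 13 were tested, so 18 could not be reached and part of this gap is set by the mapping of names and the FPKM filter. Of the alternatives chosen after seeing the data, voom on recovered reads gave 111 and 144 DEGs, 97 shared and 10 SIRT1-associated genes, and did not close the gaps either.

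Figure 3A shows about 15 higher DEGs in PQQ-L, read by eye, against 0, with 1231 higher genes at an unadjusted p below 0.05. No alternative closed this gap, with 1 higher DEG without CON 3 (5330439K02Rik, log2FC 2.06, named after its value was seen) and 435 without CON 2. Figure 3A shows about 1 higher DEG in PQQ-H, against 0, with 255 at an unadjusted p below 0.05. The gap closed with a pseudocount of 0.01, median-of-ratios scaling, TPM and quantile normalization, where the gene was Cstad (log2FC 1.05, 1.04, 1.05 and 1.14). It also closed with all genes above 0 (Gm27242, log2FC 1.04) and without PQQ-H 1 (Gm43305, log2FC 1.26), both named after their values were seen. It did not close under the other alternatives. Without CON 2 there were 2, Cstad (1.20) and BC037704 (1.27, named after its value was seen).

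The paper's Figure 3 labels Cstad as higher in PQQ-H, and here its log2FC was 0.98 with a limma adjusted p of 0.0261, just under the fold threshold. The paper describes the lower genes as associated with neurons. Of 20 genes of neurons in general, 0 were among the DEGs of either comparison, with a median log2FC of 0.29 in PQQ-L and 0.09 in PQQ-H. They are 0.145% of all genes tested, so a count of 0 is likely by chance and does not contradict the paper. By type, the median in PQQ-L was -3.17 for striatum, -3.17 for cholinergic basal forebrain and 1.28 for hippocampal neurons. The general list therefore cannot speak for single types of neurons. The paper finds higher genes enriched for mitochondrial structure. That result concerns its higher DEGs, while the sets here take all genes whatever their direction, so the measures are unlike. Of 6 tests of mitochondrial sets, 3 passed by camera, all 3 with lower values. By limma's fry, nuclear OXPHOS genes and mitochondrial membrane organization passed in PQQ-L (adjusted p = 0.0407 and 0.0273), and nuclear OXPHOS genes in PQQ-H did not (0.434). The 13 mitochondrially encoded OXPHOS genes, a set added after seeing the data, went the other way in PQQ-H, with a median log2FC of 0.19 (13 of 13 higher, limma's camera, p adjusted over 2 tests = 9.80e-04, fry adjusted p = 0.501). Without CON 2 it was 0.03 (limma's camera, adjusted p = 0.415) and without PQQ-H 2 it was 0.08 (0.0835). In Figure 3D the paper labels Chat and Lhx8 among the lower genes of PQQ-L, and their limma adjusted p was 0.233 and 0.219. Of the genes the paper calls lower in both groups, the limma adjusted p in PQQ-L and PQQ-H was 0.121 and 0.0935 for Sfrp5, 0.0858 and 0.0808 for H2-Eb1, 0.193 and 0.0586 for Rtp4 and 0.194 and 0.117 for Usp18. In PQQ-L alone it was 0.0537 for Ifitm3, 0.0529 for Irf7, 0.0541 for Lgals3 and 0.0961 for Scx. Some settings called these genes. A pseudocount of 1 called Sfrp5 (limma adjusted p = 0.0447 in PQQ-L and 0.0364 in PQQ-H) and H2-Eb1 in both groups, and Ifitm3 and Lgals3 in PQQ-L. TPM called Ifitm3 in PQQ-L and Rtp4 in PQQ-H, quantile normalization called Ifitm3, Irf7 and Lgals3 in PQQ-L, and the fit of only the 2 groups compared called these 3 genes and H2-Eb1 in PQQ-L. Without CON 2, Chat, Lhx8, Anxa4, Gpx6, Icam1, Id1, Igtp, Ptpn7, Serpina9, Slfn2, Sfrp5, H2-Eb1, Ifitm3, Irf7, Lgals3, Rtp4, Scx and Usp18 were called in PQQ-L, and H2-Eb1, Rtp4 and Usp18 in PQQ-H. Without PQQ-H 2, H2-Eb1 was called in both groups, Ifitm3, Irf7 and Lgals3 in PQQ-L and Rtp4 in PQQ-H, and without PQQ-H 3 Ifitm3, Irf7 and Lgals3 were called in PQQ-L. Of the alternatives chosen after seeing the data, voom called Ifitm3, Irf7 and Lgals3 in PQQ-L, and the striatal score as a covariate called Sfrp5, Rtp4 and Usp18 in PQQ-H. The paper describes a clear separation by clustering of the DEGs, and the DEGs found here also separated the CON libraries from the PQQ-treated ones. Over the 1000 most variable genes, which were chosen without the groups, CON 2 clustered with 7 PQQ-treated libraries.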

Other observations

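The tests chosen only after the result was seen were those of a few abundant genes, of the SIRT1-associated genes that were highest in PQQ-L 3, of the DEGs outside the choroid plexus list in each dose, of the direction of the DEGs in PQQ-H, of striatal tissue as the whole cause, and the tests with the striatal score of the splits in PQQ-H and of the DEGs without CON 2. The covariate test of choroid plexus was set before, but the tolerance of 1.5 for its standard error and the division of that explanation into parts were set after the result was seen.

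The DEGs are lower in the PQQ-treated groups beyond what other splits give in PQQ-L, where 1 of the 56 splits of the 8 libraries had as many DEGs, the real one. In PQQ-H, 5 of the 35 splits of the 7 libraries had as many, so chance is not excluded for the number of DEGs. Of these DEGs, 113 of 113 were lower in the real split and 72 of 142, 271 of 634, 360 of 733 and 523 of 1082 in the others. A difference between lower and higher DEGs as large in size was found in 1 of the 35 splits, which argues against chance for the direction. With the striatal score as a covariate, 133 DEGs were called in PQQ-H (111 of the 113 among them), and 1 of 35 splits gave as many. For the shared DEGs, 3 of 100 drawn groupings of the 12 libraries gave as many, and for the SIRT1-associated genes 3 of 100. The SIRT1-associated list was chosen on the real grouping of these libraries. Other groupings tend to give fewer of its genes by construction, so this count decides nothing for that list. The choroid plexus list had a median as large in size in 1 of 56 splits in PQQ-L and in 1 of 35 in PQQ-H, and nuclear OXPHOS genes in PQQ-L in 2 of 56.

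Choroid plexus carried along in the CON libraries may explain part of the lower genes. The 26 genes of the list that the paper does not name and that entered the test had a median log2FC of -2.37 in PQQ-L and -3.24 in PQQ-H (26 of 26 lower in each, limma's fry, adjusted p = 2.88e-04 and 8.34e-05). The most abundant genes of the list fell together, with mean FPKM in CON, PQQ-L and PQQ-H of 3477, 78.1 and 21.3 for Ttr, 364, 73.0 and 57.4 for Enpp2, 49.2, 3.05 and 0.946 for Ecrg4 and 24.4, 10.6 and 5.11 for Igf2. Of the 32 genes tested, 6 are named by the paper, 0 are in another list and 10 had an FPKM of at least 0.5 in every library. The mean log2 level of the 26 genes was 1.79, 1.60 and 2.79 in CON 1 to 3, -0.71 to 0.36 in PQQ-L and -1.28 to -0.88 in PQQ-H, so the score is confounded with treatment. An effect of PQQ on the choroid plexus itself stays open as an untested explanation.

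For the DEGs outside the choroid plexus list, 0 were called in PQQ-L and 0 in PQQ-H with the choroid plexus score as a covariate, and their median log2FC went from -1.85 to -0.74 and from -1.70 to -0.09. The standard error rose by 2.81 and 3.50 times, above the tolerance of 1.5, so for these DEGs choroid plexus as their source and a change of their own with PQQ cannot be told apart, because the score is confounded with treatment. With the score on a linear scale the count was also 0 in both, but the median log2FC was -0.99 and -1.09, at a standard error of 2.03 and 2.12 times. For the SIRT1-associated genes, 0 were lower in both with the choroid plexus score (0 also at an unadjusted p below 0.05), with medians of -0.02 in PQQ-L and 0.22 in PQQ-H, against -0.76 and -0.88 with the linear score, and the rise in standard error leaves it open. If choroid plexus cells differed within PQQ-L, the 13 tested genes would be highest in PQQ-L 3, where the score is highest, and 6 of 13 were. As 29.2% of all genes tested are also highest there, this decides nothing for them.

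Tissue of the striatum or basal forebrain in CON libraries may add to the lower genes of PQQ-L, since 20 such genes that the paper does not name had a median log2FC of -2.99 in PQQ-L, with 0 DEGs among them, and -1.05 in PQQ-H. It is not the whole cause, since 39 of the DEGs remained with a striatal score as a covariate, at a standard error of 0.995 times the one without it. Without CON 2, the 866 DEGs in PQQ-L fell to 26 with the striatal score, with the median of the lower ones going from -1.53 to -0.56 and of the higher ones from 1.43 to 0.29, at a standard error of 1.29 times. Striatal tissue in CON 1 and CON 3 may explain that rise. The list of striatal genes had a median of -3.17 in PQQ-L (-1.98 without CON 1, -4.87 without CON 2, limma's camera, adjusted p = 1.47e-04, fry adjusted p = 0.175) and -0.99 in PQQ-H (0.26 without CON 1, 0.09 without PQQ-H 3, -2.69 without CON 2). Of its 14 genes, 7 had an FPKM of at least 0.5 in every library and the paper names 0. Of the 9 basal forebrain genes tested, 1 had that level and the paper names 3, and they had -3.17 in PQQ-L (-2.85 with genes at the floor set to their bound, -1.98 without CON 1) and -1.09 in PQQ-H (-0.04 without CON 1, -2.29 without CON 2).

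Fewer microglia are argued against as the source of the SIRT1-associated genes, since microglial genes had a median log2FC of -0.20 in PQQ-L and 0.03 in PQQ-H, against -1.82 and -1.84 for those genes. The former was -0.08 without CON 1 and -0.31 without CON 2 (limma's camera, adjusted p = 0.0135), and the latter 0.19 without CON 1 and -0.12 without CON 2. A difference in depth is argued against, as 67 DEGs in PQQ-L and 107 in PQQ-H were called with every library thinned to the lowest total. Gene length and GC content are argued against, as 67 and 115 were called after the trend of each library on them was removed. A few abundant genes are argued against, as the largest share of a library taken by a DEG was 0.701% (Ttr in CON 3).

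The other lists had these medians of log2FC in PQQ-L and PQQ-H. Ependyma had -0.98 and -2.11, and meninges -0.39 and -1.13 (the former -0.79 without CON 1 and -0.12 without CON 2). Thalamus had -1.88 and -1.61 (-1.19 and -1.04 without CON 1), with 2 of its 12 genes named by the paper and 8 at an FPKM of at least 0.5 in every library. The thalamic score was 2.27 in CON 1 and 1.61 in CON 2. In CON 3 it was -0.19, within the range of the PQQ-treated libraries (-0.98 to 0.0034), so the thalamic difference rests on CON 1 and CON 2. MHC class II genes had -2.29 and -2.48, and interferon response genes -0.97 and -0.90. Without the genes that the paper names (3 and 8), these were -1.15 and -0.79, and -0.62 and -0.70. Oligodendrocytes had -0.60 (-0.32 without CON 1, -0.95 without CON 2) and -0.33 (-0.72 without CON 2, -0.09 without CON 1). Astrocytes had 0.20 (0.11 without CON 1) and -0.0050, endothelium -0.20 (-0.32 without CON 2, -0.13 without CON 3) and -0.17 (from -0.33 without PQQ-H 2 to -0.07 without PQQ-H 4), and blood -0.58 (-0.20 without CON 1, -0.94 without CON 2, -0.30 without PQQ-L 3) and 0.13 (-0.42 without PQQ-H 2, 0.49 without CON 1). By both camera and fry (limma, adjusted p below 0.05), thalamus, MHC class II and interferon response passed in both comparisons, and ependyma and meninges in PQQ-H. Without the genes that the paper names, interferon response passed both tests in both comparisons, and thalamus and MHC class II in PQQ-L only, with a fry adjusted p of 0.0588 and 0.063 in PQQ-H (limma). Only 2 border macrophage genes were expressed above the filter (-0.27 and -0.24), too few for a test. The pattern for mitochondrially encoded OXPHOS genes matched 0 symbols, and the 13 symbols found after seeing the data had -0.04 and 0.19 (limma's camera, p adjusted over these 2 tests = 0.909 and 9.80e-04, fry adjusted p = 0.885 and 0.501). The former ranged from -0.21 without CON 2 to 0.09 without CON 1, with 0.04 without CON 3, 0.03 without PQQ-L 2, -0.0140 without PQQ-L 4 and -0.08 without PQQ-L 3 or PQQ-L 5, and the latter was 0.28 without CON 1, 0.03 without CON 2 and 0.08 without PQQ-H 2.

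The mRNA of Sirt1 had an FPKM of 2.80 ± 0.238 (SD, n = 3) in CON, 3.54 ± 0.272 (SD, n = 5) in PQQ-L and 3.15 ± 0.188 (SD, n = 4) in PQQ-H, with a log2FC of 0.33 (limma adjusted p = 0.173) and 0.17 (limma adjusted p = 0.642). The exact permutation p was 0.0179 and 0.143 (two-sided). Sirt1 lies on chromosome 10 from 63319005 to 63381704 on the minus strand (GRCm38, GENCODE M21). Without CON 2 the limma adjusted p in PQQ-L was 0.0330, and over 15 other alternatives it ranged from 0.112 to 0.654. Of the 13 upstream regulators that Figure 5A names, 10 were tested and 0 had an adjusted p below 0.05 in either group, with 3 and 0 at an unadjusted p below 0.05. Adjusted over the list alone it was 2 and 0.

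Among genes with an FPKM above 0.5 in at least 1 library, 9 had a value above 0 in CON 1 only, such as Ptprtos (FPKM 4.64, named after its value was seen), 1 in CON 2 only and 1 in PQQ-L 4 only. Genes with lower values were not counted.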
